# Transcriptomic analysis of the zebrafish inner ear points to growth hormone mediated regeneration following acoustic trauma

**DOI:** 10.1186/1471-2202-12-88

**Published:** 2011-09-02

**Authors:** Julie B Schuck, Huifang Sun, W Todd Penberthy, Nigel GF Cooper, Xiaohong Li, Michael E Smith

## Abstract

**Background:**

Unlike mammals, teleost fishes are capable of regenerating sensory inner ear hair cells that have been lost following acoustic or ototoxic trauma. Previous work indicated that immediately following sound exposure, zebrafish saccules exhibit significant hair cell loss that recovers to pre-treatment levels within 14 days. Following acoustic trauma in the zebrafish inner ear, we used microarray analysis to identify genes involved in inner ear repair following acoustic exposure. Additionally, we investigated the effect of growth hormone (GH) on cell proliferation in control zebrafish utricles and saccules, since GH was significantly up-regulated following acoustic trauma.

**Results:**

Microarray analysis, validated with the aid of quantitative real-time PCR, revealed several genes that were highly regulated during the process of regeneration in the zebrafish inner ear. Genes that had fold changes of ≥ 1.4 and *P *-values ≤ 0.05 were considered significantly regulated and were used for subsequent analysis. Categories of biological function that were significantly regulated included cancer, cellular growth and proliferation, and inflammation. Of particular significance, a greater than 64-fold increase in growth hormone (*gh1*) transcripts occurred, peaking at 2 days post-sound exposure (dpse) and decreasing to approximately 5.5-fold by 4 dpse. Pathway Analysis software was used to reveal networks of regulated genes and showed how GH affected these networks. Subsequent experiments showed that intraperitoneal injection of salmon growth hormone significantly increased cell proliferation in the zebrafish inner ear. Many other gene transcripts were also differentially regulated, including heavy and light chain myosin transcripts, both of which were down-regulated following sound exposure, and major histocompatability class I and II genes, several of which were significantly regulated on 2 dpse.

**Conclusions:**

Transcripts for GH, MHC Class I and II genes, and heavy- and light-chain myosins, as well as many others genes, were differentially regulated in the zebrafish inner ear following overexposure to sound. GH injection increased cell proliferation in the inner ear of non-sound-exposed zebrafish, suggesting that GH could play an important role in sensory hair cell regeneration in the teleost ear.

## Background

Deafness is a widespread problem with tremendous societal costs, but effective treatments for hearing loss have remained elusive. Therapeutics that can successfully treat or prevent the onset of deafness are desperately needed. To develop such treatments, a thorough understanding of the process of auditory hair cell death and regeneration must be established. Mammalian cochlear hair cells do not regenerate after they have been destroyed, and vestibular hair cells show limited capacity to regenerate [1]. However, avian and teleost sensory hair cells regenerate [2-4] through direct trans-differentiation [5-9] or mitosis [10-16]. The genes responsible for conferring teleost regenerative capacity are unknown; however, most of the zebrafish genome has been sequenced and resources are available for the identification of gene function [17]. The mechanosensory hair cell of teleosts resembles that of the human hair cell at both the structural and functional level [18], and there is a high degree of evolutionary conservation of chromosomal synteny extending from zebrafish to human [19,20]. Mammals share homologous genes with fish that are known to affect inner ear structure and/or function. For instance, the zebrafish *Mariner *mutant possesses a missense mutation in the gene encoding myosin VIIA and presents functional and morphological hair cell defects that are similar to those found in mice defective in Myosin VIIA [21]. *Foxi1*, a gene expressed in otic precursor cells, is necessary for normal inner ear development in both mice [22] and zebrafish [23]. *Atoh1 *(atonal homolog 1, previously *Math1*) is required for differentiation of hair cells in rodents [24,25] while a similar role is carried out by zebrafish homologs *atoh1a *and *atoh1b *[26]. Since zebrafish share inner ear developmental and differentiation genes with mammals, examination of gene expression in the zebrafish during hair cell regeneration may uncover new targets for genetic manipulation leading to hair cell regeneration in mammals.

Investigators have induced auditory hair cells to proliferate in postnatal mammals using gene therapies that disrupt the normal pathways that keep mammalian cochlear hair cells and their surrounding supporting cells in a terminally differentiated state. The cyclin-dependent kinase inhibitor p27^Kip1 ^(Cdkn1b), the tumor suppressor retinoblastoma protein (Rb), and transcription factor Atoh1 have been investigated as potential therapeutic targets [27-30]. To date, gene manipulation studies have proven unsuccessful in producing auditory hair cells of the proper quantity and arrangement [27], maturity and function [31], or location [32]. Adjusting the timing and/or sequence of manipulation of the above-mentioned targets may produce more satisfactory results; however, other targets that have not yet been identified may prove to be key regulators of auditory hair cell regeneration.

We have recently established a basic time line of sound-induced cell proliferation and hair cell bundle recovery in the zebrafish saccule following acoustically-induced damage [33]. By performing zebrafish-based transcriptomic analysis following acoustic overexposure, the purpose of the current study was to identify genes that are important in the recovery and regeneration of teleost, and perhaps mammalian, hair cells. Such gene pathway analyses may help identify potential targets for therapeutic intervention. In this study, we report on the role of growth hormone-mediated signaling in hair cell proliferation and present a number of other genes differentially regulated following acoustic overstimulation, including those for major histocompatibility proteins and myosins.

## Results

### Comparative transcriptome analysis of time points following acoustic overexposure

We were interested in the changes in gene regulation that occurred on and between 2 and 4 days post-sound exposure (dpse) to a 100 Hz tone at 179 dB re 1 μPa Root Mean Squared (RMS) for 36 h, as previous work indicated that this level of sound exposure produced significant hair cell damage in the zebrafish saccule. In this previous study, hair cell damage was followed by significant cell proliferation that peaked at 2 dpse and fell to control levels before 4 dpse. Additionally, hair cell bundle density on the saccular macula decreased immediately following acoustic exposure and then increased between 2 and 7 dpse, indicating that hair cell replacement and/or repair took place during this time interval [33]. We hoped to detect differential expression of genes involved in zebrafish auditory hair cell replacement and/or repair during this time period.

RNA samples extracted from whole inner ears from adult zebrafish were collected at 2 and 4 dpse (plus controls) and were subjected to microarray analysis. 

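The RNA of each of the 3 groups came from the pooled inner ears of 18 to 20 adult fish, of 20 fish assigned to the group, so that each group was 1 RNA pool. The sound-exposed fish had been kept for 36 h in a tank with a 100 Hz tone at 179 dB and were killed 2 or 4 days later. Each pool was labeled with a single dye and hybridized to 3 zebrafish oligonucleotide arrays, which gave 9 arrays with 21495 probes, each printed on 2 spots. The 3 arrays of a group were technical replicates of the same RNA. Differences between groups were therefore tested against the variation between hybridizations, and the variation between fish was not measured. The authors deposited the output of the scanner software (Feature Extraction 9.5.1.1), in which the intensity of each spot had been corrected for background and for trends across the array. They also deposited tables of fold changes and P-values made in GeneSpring, where negative values were set to a small positive value, each array was divided by its 50th percentile, each gene was divided by its median, and the replicates were averaged. According to the methods, each slide held 1 replicate of each time point. In the scanner output, replicate 1 of every group was on slide 1 and replicate 2 of the controls and of Day 2 was on slide 2. Slide 3 held replicate 3 of the controls and of Day 2 and replicates 2 and 3 of Day 4, and it was scanned on another day. The median local background was 129 to 153.5 intensity units on the arrays of slide 3, 69.5 to 74.0 on slide 1 and 63.5 to 66.0 on slide 2. Between 47.3% and 55.8% of the spots were well above background on the control arrays, 47.9% to 56.9% on the Day 2 arrays and 39.5% to 53.6% on the Day 4 arrays. The median spot intensity was 79.7 to 89.5 for controls, 78.4 to 94.0 for Day 2 and 53.6 to 94.0 for Day 4. For the values given here, the intensities were taken to the log2 scale, the 50th percentile of each array was subtracted, and the 2 spots of each probe were averaged. A linear model with the slide as a block was fitted to all 9 arrays with limma. A probe was counted as significantly regulated at a Benjamini-Hochberg adjusted P-value of at most 0.05 over all probes and a fold change of at least 1.4. Where a probe was not well above background on all 3 arrays of a group, its level in that group was not measured and the fold change is given as a bound. The bound is the mean of the brighter group over a mean in the dimmer group. On each array of the dimmer group, this takes the higher of the probe's signal and the lowest signal among probes well above background. The bound leaves out the slide and allows for no error between arrays, so it is no confidence limit. Of the 21495 probes, 10001 were matched to a gene of the RefSeq table for GRCz12tu by accession or name and the others keep the name of the array design. Positions are those of the deposited files, on danRer2.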

Pairwise comparisons were made between groups such that three gene sets were analyzed: Day 2 (genes regulated at 2 dpse compared to controls), Day 4 (genes regulated at 4 dpse compared to controls), and Day 4: Day 2 (genes regulated at day 4 relative to day 2). Differentially expressed genes with fold changes ≥1.4 and *P*-values ≤ 0.05 were considered to be significantly regulated. A number of significantly regulated transcripts were detected by each pairwise comparison. 

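Of the 21495 probes, 158 were significantly regulated in Day 2:Control, with 118 higher and 40 lower on Day 2. In Day 4:Control 59 probes were significantly regulated (21 higher and 38 lower), and in Day 4:Day 2 there were 14 (8 higher and 6 lower). Of the 158 probes for Day 2, 101 were well above background on every array of both groups, 40 in 1 of the groups only and 17 in neither. These numbers were 26, 28 and 5 for Day 4:Control and 3, 10 and 1 for Day 4:Day 2. At an unadjusted P-value of at most 0.05 and the same fold change, 1225, 1483 and 1312 probes passed. The 3 arrays of one group lay entirely apart from the 3 arrays of the other for 24.4% of all probes in Day 2:Control, 18.7% in Day 4:Control and 18.5% in Day 4:Day 2, where chance gives 10%. The median log2 fold change of all probes was 0.12, 0.29 and 0.23 in the 3 comparisons. Over the probes well above background in both groups it was 0.04, 0.11 and 0.06. The variance trend with robust estimation raised these counts most, to 1015, 962 and 958, and a normexp background correction lowered them most, after which limma left 1 probe, for gh1, in Day 2:Control and 0 in Day 4:Control and Day 4:Day 2, while 210, 64 and 128 probes passed at the unadjusted P-value. The paired t-test of the paper gave 1147, 664 and 632 transcripts at the threshold of the methods without adjustment, and 197, 0 and 0 after Benjamini-Hochberg adjustment. Taken as unpaired with equal variances, it gave 1237, 1079 and 1039 transcripts without adjustment and 735, 21 and 9 with it. With each array scaled to its 75th percentile, limma found 629, 290 and 367, and the balance of directions reversed for Day 4:Control (153 higher and 137 lower) and Day 4:Day 2 (145 higher and 222 lower). Without the slide in the model limma found 502, 293 and 182, and with the replicate number in its place 80, 57 and 13. Leaving out 1 array at a time left between 4 probes (without replicate 3 of the controls) and 28 probes (without replicate 1 of Day 2) in Day 2:Control.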

There were 839 transcripts that were differentially expressed two days following acoustic trauma, 377 transcripts on Day 4, and 505 transcripts on Day 4: Day 2 (Figure 1). To assess the reproducibility within control, Day 2, and Day 4 microarray data, we compared gene expression between triplicate homotypic samples. The mean unnormalized correlation coefficients for all three of these datasets was 0.99, indicating robust consistency between technical replicates. 

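Over the 21495 probes, the Pearson correlation of the signal before normalization and on the linear scale averaged 0.992 over the 9 pairs of replicate arrays, with a range from 0.977 to 0.999. The mean of the 3 pairs was 0.995 for controls, 0.997 for Day 2 and 0.985 for Day 4. For the 27 pairs of arrays from different groups it was 0.988, with a range from 0.973 to 0.995. On the log2 scale the mean for replicate arrays was 0.984, and the Spearman rank correlation averaged 0.954. These correlations are across probes, which are not independent replicates, and they compare hybridizations of one RNA pool.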

Tables 1, 2, and 3 show the top ten most highly up-regulated and top ten most highly down-regulated genes for each of the following pairwise comparisons- Day 2:Controls, Day 4:Controls, and Day 4:Day 2, respectively. Additional files 1, 2, and 3 list the subpopulations of all genes whose expression was significantly regulated (*P *≤ 0.05), sorted by fold change.

**Figure 1:**
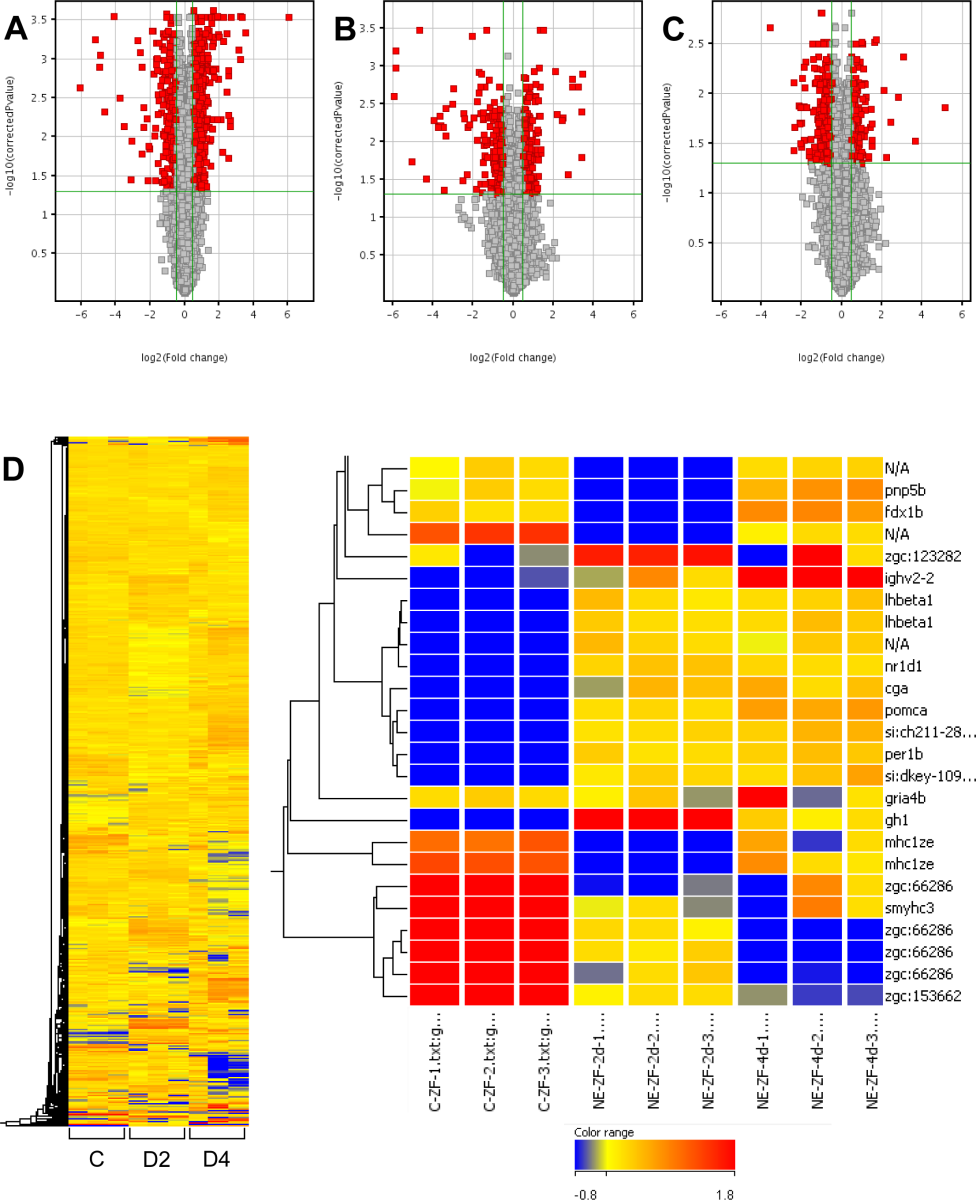
**Volcano plots and heat maps showing the time course of acoustic trauma-related differential gene expression in the zebrafish inner ear**. RNA samples from zebrafish inner ears of controls or subjects exposed to acoustic trauma and allowed to recover for either two or four days and then hybridized to a zebrafish microarray, which measures expression (mRNA abundance) for 21,000 gene transcipts. Volcano plots show differential gene expression between (A) controls and two days post-trauma (D2), (B) controls and four days post-trauma (D4), and (C) two versus four days post-trauma. The Y-axes of the volcano plots display the negative log (base 10) of *P *values from paired *t*-tests, while the X-axes show the log (base 2) of the fold differences between the groups. The horizontal line represents the *P *= 0.05 value, and the vertical lines corresponding to fold differences of 1.4 and -1.4, respectively. Genes with paired t-test *P *< 0.05, and fold difference ≥ 14 or ≤-1.4, were identified as differentially expressed genes and lie outside the lines (in red). (D) The heat map shows the level of expression (red: greater up-regulation, blue: greater down-regulation) of each of these genes in all six samples (column 1-3: controls, column 4-6: Day 2, column 6-9: Day 4). An enlargement of the heatmap to the right shows that distinct patterns of gene expression were evident for each of these three datasets.

**Table 1:** Classification of the top ten up- and down-regulated transcripts in the ears of *Danio rerio *allowed to recover for two days following acoustic overexposure compared to controls.

Gene ID	Description (gene symbol)	Fold change	P-value	GO Process or Function
AY286447	growth hormone 1 (*gh1)*	64.43	0.0002	Hormone activity
NM_205623	luteinizing hormone beta 1 (*lhbeta1)*	10.10	0.0003	Undetermined
NM_205729	nuclear receptor subfamily 1, group D, member 1 (*nr1d1)*	9.32	0.0002	Transcription
NM_205687	glycoprotein hormones, alpha polypeptide (*cga)*	7.38	0.0083	Hormone activity
BC085676	si:ch211-284a13.1 (*Chst15)*	6.43	0.0003	Undetermined
NM_198815	stearoyl-CoA desaturase (delta-9-desaturase) (*scd)*	5.35	0.0027	Lipid metabolism
NM_181438	proopiomelanocortin (*pomc)*	5.02	0.0015	Signal transduction
AW419856	zebrafish gridded kidney *wu:fj84d10*	4.62	0.0006	Undetermined
NM_212889	zgc:77076 (*zgc:77076)*	4.31	0.0002	Signal transduction
NM_201334	zgc:64065 (*zgc:64065)*	4.07	0.0006	Signal transduction
NM_212439	period homolog 4 (*per4)*	3.86	0.0005	Signal transduction
NM_205676	zgc:77592 (*zgc:77592)*	-3.45	0.0018	Undetermined
NM_001002085	slow-specific troponin C (*stnnc)*	-3.71	0.0004	Calcium ion binding
NM_001004628	zgc:101740 (*zgc:101740)*	-4.66	0.0048	Nucleoside metabolic process
NM_200965	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2a (*atp2a2a)*	-5.31	0.0002	Calcium ion binding
NM_001004112	zgc:92375 (*zgc:92375)*	-5.47	0.0174	Metal ion binding
AI721910	1-acylglycerol-3- phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta) (*agpat4)*	-5.57	0.0020	Acyltransferase activity
NM_200516	zgc:66286 (*zgc:66286)*	-29.66	0.0015	Calcium ion binding
AF434191	atrial myosin light chain (*zgc:66286)*	-30.36	0.0009	Undetermined
AF425742	slow muscle myosin heavy chain like (*smyhc1l)*	-36.63	0.0006	Undetermined
NM_194425	major histocompatibility complex, class I, ZE (*mhc1ze)*	-67.68	0.0024	Immunity

**Table 2:** Classification of the top ten up- and down-regulated transcripts in the ears of *Danio rerio *allowed to recover for four days following acoustic overexposure compared to controls.

Gene ID	Description (gene symbol) [homologous organism]	Fold change	P-value	GO Process or Function
NM_205623	luteinizing hormone beta 1 (*lhbeta1)*	10.70	0.0012	Undetermined
AF273879	immunoglobulin heavy variable 2-2 (*ighv2-2)*	10.17	0.0167	Undetermined
NM_205729	nuclear receptor subfamily 1, group d, member 1 (*nr1d1)*	8.33	0.0002	Transcription
BC085676	si:ch211-284a13.1 (*Chst15)*	7.54	0.0022	Undetermined
NM_205687	glycoprotein hormones, alpha polypeptide (*cga)*	7.02	0.0305	Hormone activity
NM_181438	proopiomelanocortin a (*pomca)*	6.95	0.0039	Neuropeptide signaling pathway
AY286447	growth hormone 1 (*gh1)*	5.47	0.0044	Hormone activity
NM_212439	period homolog 1b [Drosophila] (*per1b)*	4.24	0.0010	Transcription
BC054944	transferrin-a (*tfa)*	2.79	0.0003	Iron ion transport
NM_200634	amyloid beta (A4) precursor protein-binding, family B, member 1 interacting protein (*apbb1ip)*	2.68	0.0106	Signal transduction
NM_001002085	slow-specific troponin C (*stnnc)*	-3.26	0.0011	Calcium ion binding
BC045465	matrilin 1 (*matn1)*	-3.27	0.0027	Undetermined
NM_001002119	zgc:86810 (*zgc:86810)*	-3.45	0.0096	Undetermined
NM_131591	actin, alpha 1, skeletal muscle (*acta1)*	-3.45	0.0030	ATP/Nucleotide/Protein binding
NM_201095	zgc:56376 (*zgc:56376)*	-3.61	0.0421	Metal ion binding
NM_200965	ATPase, Ca++ transporting, cardiac muscle, slow twitch 2a (*atp2a2a)*	-4.16	0.0004	Regulation of cation transport, ATP biosynthetic process
NM_205676	zgc:77592 (*zgc:77592)*	-5.50	0.0052	Undetermined
NM_170767	vitellogenin 1 (*vtg1)*	-13.29	0.0067	Lipid transport
AF425742	slow myosin heavy chain 1, like (*smyhc1l)*	-33.26	0.0190	Stress response, contraction
NM_200516	atrial myosin light chain (*zgc:66286)*	-62.03	0.0026	Calcium ion binding

**Table 3:** Classification of the top ten up- and down-regulated transcripts in the ears of *Danio rerio *allowed to recover for four days following acoustic overexposure compared to two days.

Gene ID	Description (gene symbol) [homologous organism]	Fold change	P-value	GO Process or Function
NM_194425	major histocompatibility complex class I ZE gene (*mhc1ze)*	34.36	0.0143	Immunity
NM_001004628	zgc:101740 (*zgc:101740)*	6.82	0.0099	Nucleic acid metabolism
AF273879	immunoglobulin heavy variable 2-2 (*ighv2-2)*	4.54	0.0437	Undetermined
NM_001004587	zgc:92214 (*zgc:92214)*	4.17	0.0116	Metal ion binding
AB062116	heat shock cognate 70-kd protein (*hsp70)*	3.30	0.0029	Response to heat
BC074056	zgc:153863 (*zgc:153863)*	2.61	0.0191	Undetermined
NM_001007378	PTC7 protein phosphatase homolog [S. cerevisiae] (*pptc7)*	2.49	0.0452	Catalytic activity
NM_131108	type I cytokeratin (*cki)*	2.27	0.0099	Structural molecule
NM_001003445	zgc:92533 (*zgc:92533)*	2.25	0.0146	Undetermined
BC059568	zgc:73226 (*zgc:73226)*	2.17	0.0282	Regulation of apoptosis
AI721910	1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta) (*agpat4)*	-2.73	0.0384	Metabolic process
NM_001007365	troponin I, skeletal, fast 2a.1 (*tnni2a.1)*	-2.73	0.0305	Undetermined
NM_213556	jun B proto-oncogene (*junb)*	-2.81	0.0478	Transcription regualtion
AF500198	fibronectin 1b (*fn1b)*	-2.89	0.0481	Undetermined
NM_212837	potassium voltage-gated channel, subfamily H (eag-related), member 2 (*kcnh2)*	-3.01	0.0411	Signal transduction, transcription, ion transport
NM_200091	signal transducer and activator of transcription 1b (*stat1b)*	-3.11	0.0308	Transcription, transduction
NM_198815	stearoyl-CoA desaturase (delta-9-desaturase) (*scd)*	-3.29	0.0374	Lipid biosynthesis
NM_201334	zgc:64065 (*zgc:64065)*	-3.69	0.0053	Intracellular signalling
NM_170767	vitellogenin 1 (*vtg1)* (replaced by NM_001044897)	-4.25	0.0203	Chemical stimulus response
AY286447	growth hormone 1 (*gh1)*	-11.78	0.0025	Hormone activity

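The signal of the gh1 probe (A_15_P112144, chromosome 2, 22854610 to 22857040), on the log2 scale relative to the 50th percentile of its array, was 5.64 ± 0.07 (SD, n = 3 arrays) on Day 2. In the controls it was -0.47 ± 0.21, and only 1 of the 3 control arrays was well above background. The gh1 signal was therefore at least 61.9-fold higher on Day 2 (adjusted P = 0.000221). On the log2 scale this bound was 5.95, and it was lowered most by the normexp correction, to 4.30. A second probe for gh1 (A_15_P119879) was not well above background on any array, and other pituitary hormone transcripts rose in the same RNA. The mhc1ze probe (A_15_P112825, unplaced sequence, 39814535 to 39815488) had a log2 signal of 3.42 ± 0.09 in the controls and was not well above background on any Day 2 array. It was at least 13.5-fold lower on Day 2 (adjusted P = 0.00293). Another probe named for the same gene (A_15_P113423) fell too, while A_15_P100051 did not fall. The zgc:66286 probe (A_15_P100749, chromosome 1, 29658689 to 29658748) was well above background on all arrays of both groups. Its log2 signal was 5.55 ± 0.08 in the controls and 0.73 ± 0.09 on Day 2, a log2 fold change of -4.83 (SE 0.14, adjusted P = 0.000351). The smyhc1l probe (A_15_P112316, chromosome 17, 40936147 to 40936290) had a log2 signal of 3.19 ± 0.05 in the controls, was not well above background on any Day 2 array and was at least 11.6-fold lower (adjusted P = 0.0173). All 4 differences were larger than the spread between replicate arrays, with no overlap between the 3 arrays of each group, and each group was 1 RNA pool. The calls of mhc1ze, zgc:66286 and smyhc1l were lost with the normexp correction. Other than gh1, 40 of the probes named here were significantly regulated on Day 2, these 3 transcripts included. Of these 40, 0 remained so under every alternative processing run, since limma called none of them with the normexp correction. That correction also moved bright probes, those of cdkn1b, atoh1a and 1 of ef1alpha, from below 0 to between 0.25 and 0.42 on Day 2. A call lost with it therefore does not separate background correction from the scaling of the arrays.

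**Figure D1:**
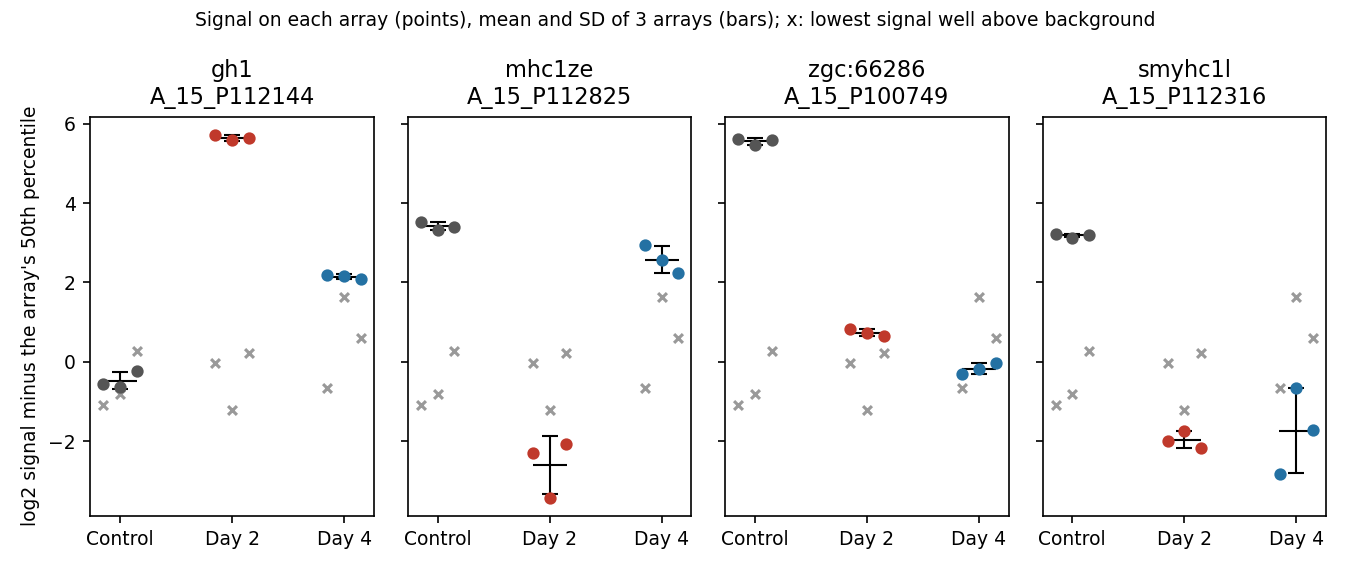
Signal of the probes for gh1, mhc1ze, zgc:66286 and smyhc1l on the 9 arrays, on the log2 scale relative to the 50th percentile of each array, for the control, Day 2 and Day 4 pools. Points are arrays, bars are the mean and SD of 3 arrays, and each x is the lowest signal well above background on that array. The gh1 points of Day 2 lie far above those of the controls, and the mhc1ze points of Day 2 lie under the crosses.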

Transcripts showing the greatest regulation on Day 2 compared to control included growth hormone 1 (*gh1*; 64.43-fold), major histocompatibility complex, class I, ZE (*mhc1ze*; -67.68-fold), atrial myosin light chain (zgc:66286; -30.36-fold), and slow muscle myosin heavy chain, like (*smyhc1l*; -36.63-fold). On Day 4, the transcripts showing the greatest fold change included atrial myosin light chain (*zgc:66286*; -62.03-fold) and slow myosin heavy chain 1, like (*smyhc1l*; -33.26-fold). 

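On Day 4 the probe A_15_P100749 for zgc:66286 was well above background on 1 of 3 arrays, with a log2 signal of -0.17 ± 0.14 (SD, n = 3). It was at least 30.2-fold lower than in the controls (adjusted P = 0.000283). The smyhc1l probe was not well above background on any Day 4 array and was at least 6.35-fold lower (adjusted P = 0.0313). These bounds depend on the lowest measurable signal of each array and do not rank the transcripts.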

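The mhc1ze probe A_15_P112825 was well above background on all 3 Day 4 arrays, with a mean log2 signal of 2.58 ± 0.35 (SD), and on none of the Day 2 arrays. Its signal was at least 7.58-fold higher on Day 4 than on Day 2 (adjusted P = 0.0256). The gh1 probe A_15_P112144 was measured on all arrays of both days. Its log2 signal was 2.14 ± 0.06 on Day 4, a log2 fold change of -3.56 relative to Day 2 (SE 0.15, adjusted P = 0.0097). The call for gh1 between the days was lost with the paired t-test of the paper, with the normexp correction and when only the 6 arrays of the 2 days were fitted. It was also lost on leaving out any of the 6 arrays except replicate 2 of Day 4.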

Transcripts showing the greatest fold change in the Day 4: Day 2 dataset included major histocompatibility complex class I ZE (*mhc1ze*; 34.36-fold) and *gh1 *(-11.78-fold). Many of the genes that were significantly regulated on Day 2, were significantly regulated in the opposite direction on Day 4 (Table 4). For example, growth hormone 1 (*gh1*), matrix metalloproteinase 13 (*mmp13*), major histocompatibility complex (MHC) class II integral membrane protein alpha chain 3 (*zgc:92049*), and *junb *were upregulated at Day 2, but downregulated at Day 4 compared to Day 2. In contrast, MHC class I, ZE (*hla-ze*) and MHC class II integral membrane alpha chain (*mhc2a*) were downregulated at Day 2, but upregulated at Day 4 compared to Day 2.

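Of the 158 probes significantly regulated on Day 2, 126 (79.7%) had the opposite sign in Day 4:Day 2, and 10 were significantly regulated in the opposite direction. In the same direction there was 1. The 10 probes were those for hla-ze, gh1, mhc2a, pnp5b, cyp8b1.3 and zgc:64065 and the unnamed transcripts CK027485, TC286423, CK362815 and A_15_P110370. Both comparisons contain the Day 2 arrays, so opposite signs arise without any effect. In 20 simulations of unrelated pools that shared the Day 2 arrays, 83.1% of the probes called on Day 2 had the opposite sign on average (79.8% to 86.2%). On average 406 probes were called on Day 2 in them, and 79 to 139 were called in the opposite direction. The correlation of the 2 log2 fold changes over all probes was -0.312, against -0.501 to -0.456 in these simulations, so the observed values lay outside the simulated ranges, toward fewer opposite changes. Compared with the controls, 150 of the 158 probes kept their sign on Day 4, and 33 were significantly regulated in the same direction on both days. The median size of their log2 fold change was 1.31 on Day 2 and 0.70 on Day 4. The 75th percentile scaling moved the count from 10 to 161.

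**Figure D2:**
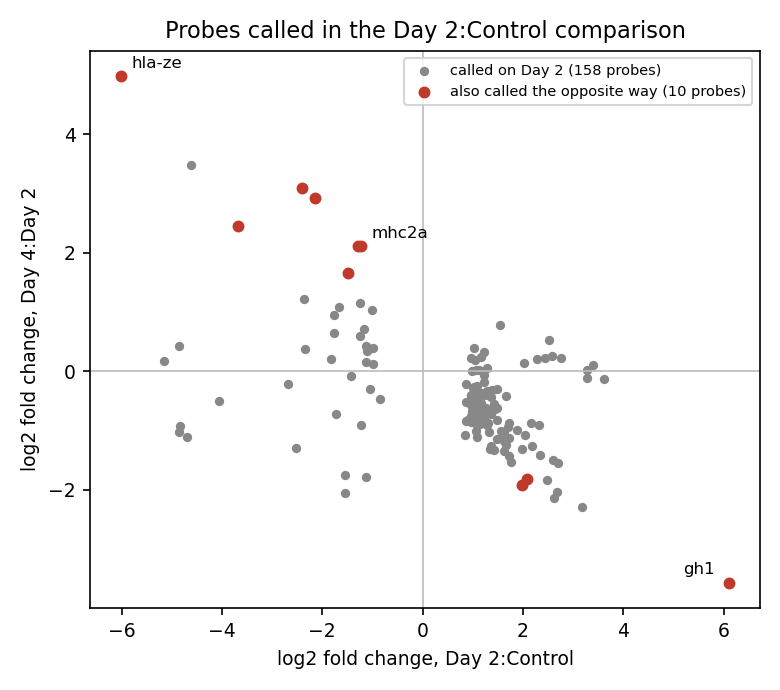
Log2 fold change Day 2:Control (horizontal axis) and Day 4:Day 2 (vertical axis) of the 158 probes significantly regulated on Day 2. Red points are the 10 probes also significantly regulated in the opposite direction in Day 4:Day 2, with hla-ze, mhc2a and gh1 labeled.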

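The mmp13 probe (A_15_P104877, chromosome 21, 8139742 to 8141227) had a log2 signal of 1.97 ± 0.05 (SD, n = 3) on Day 2 and 0.65 ± 0.11 in the controls, a log2 fold change of 1.32 (SE 0.12, adjusted P = 0.0173). On Day 4 it was well above background on 1 of 3 arrays and was at least 1.79-fold lower than on Day 2 (adjusted P = 0.0994). The zgc:92049 probe (A_15_P102324) was well above background on 2 of 3 control arrays and was at least 3.21-fold higher on Day 2 (adjusted P = 0.00984). It was at least 1.78-fold lower on Day 4 than on Day 2, with the adjusted P-value of the mmp13 probe. Of the junb probes, A_15_P111786 was at least 3.10-fold higher on Day 2 (adjusted P = 0.0185) and A_15_P116675 at least 3.01-fold higher (adjusted P = 0.0961). Both were well above background on 2 of 3 control arrays. From Day 2 to Day 4 they were at least 1.63-fold and 1.84-fold lower, and neither fall was significant. With the 75th percentile scaling the falls of mmp13, zgc:92049 and the first of these junb probes were significant.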

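The mhc2a probe (A_15_P101844) was well above background on all 9 arrays. Its log2 signal was 2.52 ± 0.06 (SD, n = 3) in the controls, 1.30 ± 0.04 on Day 2 and 3.43 ± 0.13 on Day 4. The log2 fold change was -1.22 on Day 2 (SE 0.13, adjusted P = 0.0257) and 2.11 between Day 2 and Day 4 (SE 0.14, adjusted P = 0.0256). For hla-ze (mhc1ze), a second probe (A_15_P113423, unplaced sequence, 39818068 to 39819534) was well above background on all control arrays and on none of the Day 2 arrays, at least 5.90-fold lower on Day 2 (adjusted P = 0.00671). It was measured on 2 of 3 Day 4 arrays, so that the change between the days has no bound for this probe.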

**Table 4:** Representative genes significantly regulated in the *Danio rerio *inner ear at both two and four days post-sound exposure.

GenBank #	Gene name/symbol	Putative biological process	Day 2:Control Fold Change	P-value	Day 4:Day 2 Fold Change	P-value
NM_194425	*hla-ze*	Immunity	-67.68	0.0024	34.36	0.0143
NM_131490	*mhc2a*	Immunity	-2.43	0.0005	4.15	0.0018
NM_001005976	*c1qc*	Immunity	2.93	0.0002	-2.04	0.0149
NM_13169	*zgc:92049*	Immunity	3.09	0.0011	-2.33	0.0249
NM_199730	*dgat1*	Lipid synthesis	2.68	0.0005	-2.18	0.0085
NM_198815	*scd*	Lipid synthesis	5.35	0.0027	-3.29	0.0374
AB055667	similar to *MRPS31*	Mitochondrial protein	-2.13	0.0003	2.01	0.0030
NM_001004628	similar to *Pnp*	Nucleic acid metabolism	-4.66	0.0048	6.82	0.0099
NM_200856	similar to *torsin B*	Protein chaperone	3.78	0.0427	-2.04	0.0287
NM_201503	*mmp13*	Proteolysis	2.39	0.0032	-2.15	0.0161
TC293041	Ubquitin-like protein 2	Proteolysis	4.82	0.0003	-2.77	0.0037
NM_200091	similar to *STAT1*	Signal transduction	3.04	0.012	-3.1	0.0308
NM_212837	*kcnh2*	Signal transduction	3.23	0.0019	-3.01	0.0411
NM_201334	similar to *PLCXD1*	Signal transduction	4.07	0.0006	-3.69	0.0053
AY286447	similar to *GH1*	Signal transduction	64.43	0.0002	-11.78	0.0025
NM_194390	*znfl2*	transcription, apoptosis	-2.48	0.0016	2.14	0.0077
NM_213556	*junb*	Transcription, apoptosis	3.14	0.0005	-2.81	0.0478
AY538257	fibronectin 3	Wound healing	2.78	0.0045	-2.33	0.0146
ENSDART00040691	similar to *F13A1*	Wound healing	5.74	0.002	-3.92	0.0287
TC282441	*Rln3*	Wound healing	8.53	0.0008	-4.97	0.0283
AF434191	atrial myosin light chain (*zgc:66286)*	Calcium ion binding	-30.36	0.0009	------	------
AF425742	*smyhc1l*	Motor activity	-36.63	0.0006	------	------

We used *in silico *tools (Ingenuity Pathway Analysis 8.5, Ingenuity Systems, Redwood City, CA) to identify pathways that may be associated with proliferation and hair cell recovery. Functional Analysis of the three sets of transcripts was used to identify significant processes or pathways being affected during the process of auditory cell regeneration in the zebrafish ear. While numerous pathways were significantly regulated, we present only the top 15 categories here (Figure 2). Cancer and cellular growth and proliferation pathways were the most significant functional categories at both 2 and 4 dpse. This is not surprising since previous work showed that cell proliferation peaks at two days following acoustic trauma in the zebrafish ear [33]. 

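The category lists in the paper's Additional files were drawn from transcripts regulated on these arrays, so the directions of their members describe the same data and are not independent of them. Of the 252 molecules listed over all categories for Day 2, 210 (83.3%) were matched to a probe by name. The Cancer category listed 124 molecules for Day 2, of which 106 were matched. Of these, 78 were higher and 28 lower than in the controls, and 16 and 3 were significantly regulated. Cellular Growth and Proliferation listed 110, with 96 matched, 76 higher and 20 lower, of which 17 and 1 were significantly regulated. On Day 4 the Cancer category held 63 molecules, with 52 matched, 30 higher and 22 lower. The growth category held 54, with 47 matched, 30 higher and 17 lower. The significantly regulated members on Day 4 were 4 higher and 6 lower for Cancer and 6 higher and 2 lower for growth. From Day 2 to Day 4, 43 of the 57 matched Cancer molecules and 36 of the 51 matched growth molecules were lower. The enrichment itself, which used a commercial database, was not repeated here.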

Additional files 4, 5, and 6 present the categories and functions of all the genes analyzed for the Day 2:Control, Day 4:Control, and Day 2:Day 4 datasets, respectively.

**Figure 2:**
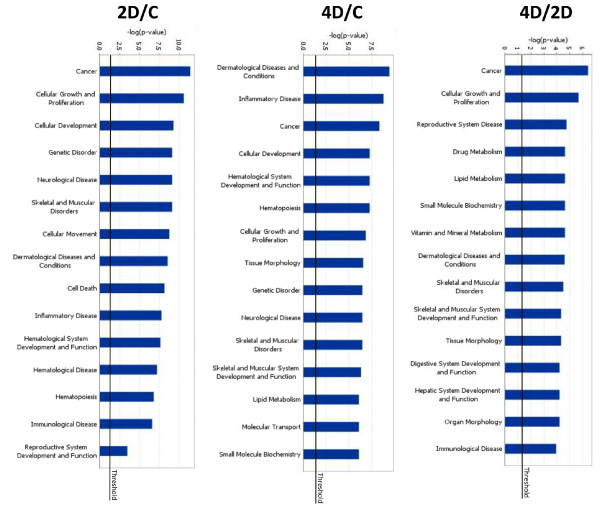
**Functional categories of differential gene expression in the zebrafish ear following acoustic trauma**. The top fifteen functional categories resulting from IPA Functional Analysis for each of the three pairwise comparisons of differentially expressed zebrafish genes. Values of -log (*P*-value) are presented such that more significant (i.e., smaller) *P*-values produce larger bars. *P*-values were calculated using the right-tailed Fisher Exact Test. Comparisons were made between tissues of control and two-days post-trauma, control and four-days post-trauma, and four- and two-days post-trauma zebrafish. Genes associated with functions such as cancer, cellular growth and proliferation, and inflammation are highly regulated in the zebrafish ear following acoustic trauma.

Cell death pathways were significantly regulated at Day 2 compared to controls. 

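Cell Death listed 90 molecules for Day 2, of which 77 were matched to a probe. There were 58 higher and 19 lower than in the controls, and 15 and 4 of these were significantly regulated. Their median log2 fold change was 0.62. By the lowest P-value that the paper's Additional file gives for each category, Cell Death ranked 9 of 72 categories on Day 2 and 28 of 70 on Day 4.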

Other processes that were significantly regulated during the first four days following acoustic trauma included cellular development, inflammation, immunology, and dermatological diseases and conditions (Figure 2).

Following this initial analysis, we sought to identify gene networks and biochemical pathways of zebrafish homologs of mammalian genes that may be significantly up- or down-regulated in response to acoustic overexposure. Since cancer and cellular proliferation pathways were highly regulated in our dataset, we used functional network analysis to identify specific pathways involved in cellular growth. 

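The probe for junb (A_15_P117758, chromosome 17, 41997020 to 41997079) had a log2 fold change of 1.72 on Day 2 (SE 0.13, adjusted P = 0.00984). For fos (A_15_P101481, chromosome 20, 56830779 to 56830838) the log2 signal was 5.19 ± 0.06 (SD, n = 3) on Day 2 and 3.49 ± 0.10 in the controls, a log2 fold change of 1.70 (SE 0.16, adjusted P = 0.0173). The cdk1 probe (A_15_P100423) was well above background on 2 of 3 control arrays and was at least 2.07-fold higher on Day 2 (adjusted P = 0.031). The cga probe (A_15_P102832) passed both thresholds (adjusted P = 0.022) but was well above background on 1 Day 2 array and 0 control arrays, so no fold change is given for it. The log2 fold change of socs1 (A_15_P100873) was 0.92 (SE 0.16, adjusted P = 0.0834) and that of socs3b (A_15_P116605) was 1.05 (SE 0.16, adjusted P = 0.0612). The 2 probes for mmp9 had log2 fold changes of 0.64 (SE 0.13, adjusted P = 0.118) and 0.75 (SE 0.12, adjusted P = 0.0764). On all 3 Day 2 arrays socs1, socs3b and mmp9 lay above every control array, and with the 75th percentile scaling these 4 probes were significantly regulated.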

At Day 2, *gh1 *was the most highly overexpressed gene, but others included *junb*, *fos*, *cga*, *socs1 *and *3*, *cdk1*, and *mmp9 *(Figure 3A). 

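From Day 2 to Day 4 the fos probe A_15_P101481 had a log2 fold change of -0.94 (SE 0.17, adjusted P = 0.201) and the junb probe A_15_P117758 one of -0.87 (SE 0.14, adjusted P = 0.142). It was -0.72 for socs3b (SE 0.17, adjusted P = 0.293) and -0.57 and -0.61 for the 2 mmp9 probes (SE 0.14 and 0.13, adjusted P = 0.306 and 0.262). These 5 probes fell between the days but were not significantly regulated. With the 75th percentile scaling all 5 were. In the authors' deposited table for the same comparison the fold changes are -1.93 for fos, -1.84 for this junb probe and -1.70 for socs3b. Relative to the controls, the Day 4 log2 fold changes of these fos and junb probes were 0.76 (adjusted P = 0.246) and 0.84 (adjusted P = 0.136).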

By Day 4, most of these genes were significantly under-expressed (*gh1*, *fos*, *socs3*, *mmp9*, *junb*; Figure 3B).

**Figure 3:**
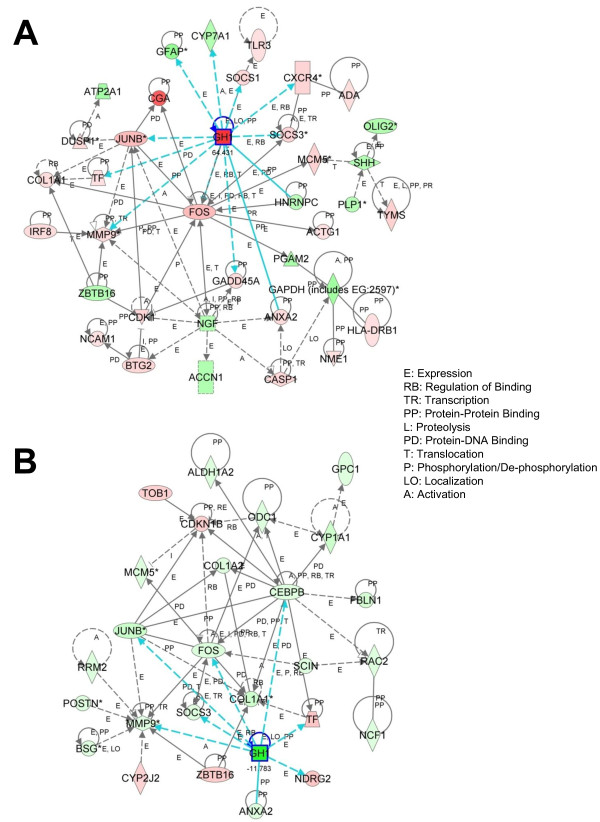
**Functional network analysis of genes related to cell growth in the zebrafish inner ear following acoustic trauma**. Functional network analysis of differential gene expression of genes related to cell growth in the zebrafish inner ear following acoustic trauma. Network (A) compares expression between control and two-days post trauma, while (B) compares four- to two-day post-trauma tissue. Nodes are color-coded according to their *d *score (*red*, overexpression; *green*, underexpression). Solid lines represent direct interactions, while the broken lines indicate indirect relationships. Growth hormone, which has been bolded in both networks, is upregulated two days post-trauma and then is downregulated at four days post-trauma.

Zebrafish homologs of mammalian genes reportedly involved in growth hormone pathways were shown to be significantly regulated in the zebrafish microarray dataset (Table 5; Figure 4). The JAK-STAT signaling pathway regulates the production of insulin-like growth factors (IGF). 

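For ptpn6, the zebrafish gene named shp1 in mammals (A_15_P111072, chromosome 16, 27479015 to 27479074), the log2 signal was 2.38 ± 0.05 (SD, n = 3) on Day 2 and 1.56 ± 0.11 in the controls. The log2 fold change was 0.82 (SE 0.12, adjusted P = 0.0585), larger than the spread between arrays but not significant, and it became significant with the 75th percentile scaling. The cebpa probe (A_15_P108996, chromosome 7, 32805855 to 32805914) was well above background on 1 of 3 Day 2 arrays and on 0 control arrays. No fold change is given for it (adjusted P = 0.0571).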

At Day 2, transcripts for *socs *(suppressor of cytokine signaling), *shp1 *(Shatterproof1 mammalian; protein tyrosine phosphatase, non-receptor type 6 zebrafish), and *cebpa *(CCAAT/enhancer binding protein alpha), a regulator of transcription, were upregulated. Both *socs *and *shp1 *are inhibitors of *jak*, and *cebpa *can interact with cyclin-dependent kinases to arrest cell growth [34] so their over-expression could be part of a negative feedback loop associated with a strong GH signal. In contrast, *c-fos *(mammalian; v-Fos FBJ murine osteosarcoma viral oncogene homolog-zebrafish) is also upregulated, and is a proto-oncogene that promotes cell growth and proliferation [35].

**Table 5:** Growth hormone-related transcripts differentially expressed in the ears of *Danio rerio *allowed to recover for two days following acoustic overexposure compared to controls.

Gene ID	Description (gene symbol)	Fold change	P-value	GO Process or Function
AY286447	growth hormone 1 (*gh1)*	64.43	0.0002	Hormone activity
NM_200091	signal transducer and activator of transcription 1b (*stat1b)*	3.04	0.0120	Signal transduction
NM_205569	v-fos FBJ murine osteosarcoma viral oncogene homolog (*fos)*	3.11	0.0002	Transcription
NM_131885	CCAAT/enhancer binding protein (C/EBP), alpha (*cebpa)*	2.89	0.0023	Transcription
NM_213304	*Danio rerio *zgc:77038, suppressor of cytokine signalling 3b (*socs3b)*	1.99	0.0029	Cytokine signalling
NM_001003467	*Danio rerio *zgc:91868, suppressor of cytokine signalling 3b (*socs1)*	1.81	0.0011	Cytokine signalling
NM_199960	*Danio rerio *protein tyrosine phosphatase, non-receptor type 6 (*ptpn6)*	1.68	0.0041	Regulate transduction

**Figure 4:**
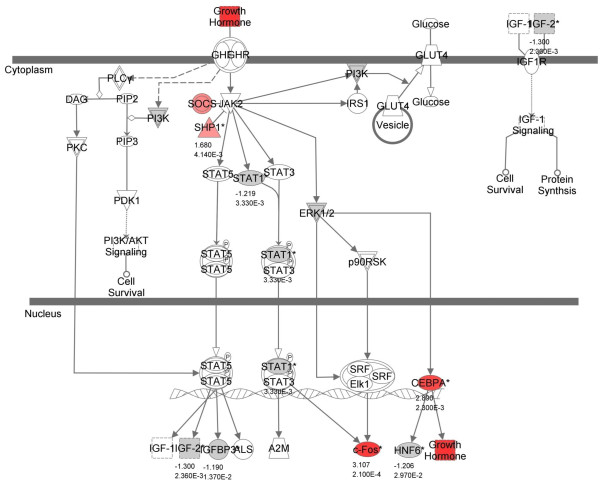
**Canonical pathway analysis reveals growth hormone-related gene regulation**. Canonical pathway analysis showing known growth-hormone related pathways. Red-colored genes are up-regulated and gray-colored genes are down-regulated in the zebrafish microarray data set at two days following acoustic trauma. Numbers below genes represent fold changes and *P*-values.

### Confirmation of microarray results with real-time quantitative PCR

In order to validate the results obtained through microarray analysis, we performed real-time quantitative PCR using probes obtained from custom Taqman Gene Expression Assays (Applied Biosytems) designed against the following target genes: *ef1alpha*, *gh1*, *junb*, *atoh1a*, *rb1*, and *cdkn1b*. Sybr green probes were designed against the following genes: *smyhc1l *, zgc:*66286 *(atrial myosin light chain), *mlc1*, *mhc1ze*, and *ppia*. The pattern of transcript abundance detected for these genes in the array was validated with the aid of real-time PCR (Figure 5). 

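Neither the atoh1a probe nor any of the 3 cdkn1b probes was significantly regulated in any of the 3 comparisons. The transcript ef1alpha, which was assayed alongside them by PCR, had 2 probes, with log2 fold changes of -0.03 (adjusted P = 0.967) and 0.28 (adjusted P = 0.76) on Day 2. The sign of the first changed to positive with the normexp correction (0.42) and on leaving out replicate 2 of the controls or replicate 2 or 3 of Day 2. On Day 4 the log2 fold changes were 0.24 (adjusted P = 0.523) and -0.07 (adjusted P = 0.796), and the first was negative with the normexp correction (-0.12), while the second was positive without replicate 3 of the controls (0.01) or of Day 4 (0.04).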

The target genes that were chosen included genes that were up-regulated (*gh1*), down-regulated (*smyhc1l*, *zgc:66286*), and not highly regulated (*atoh1a*, *cdkn1b*, *junb*). In addition, *atoh1a *and *cdkn1b *were chosen since they are known to regulate cell proliferation and hair cell regeneration in the mammalian ear [27-29].

**Figure 5:**
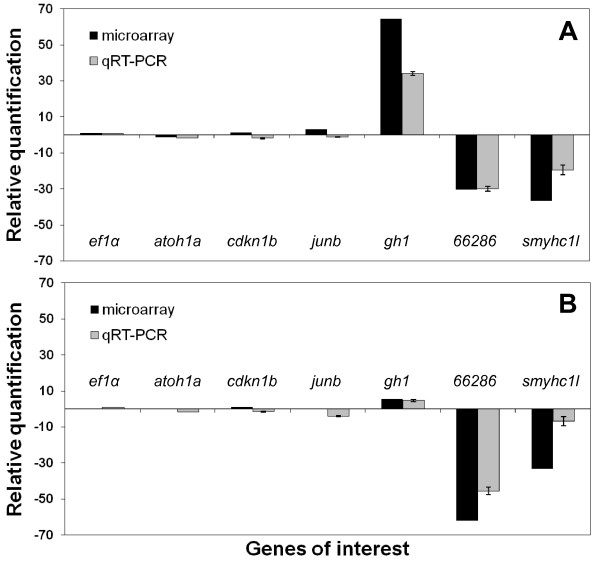
**Validation of microarray data by real-time qPCR**. Mean (± SEM, n = 3) expression of the genes *ef1alpha *(housekeeping gene)*, atoh1a*, *cdkn1b*, *JunB, gh1*, *mlc1*, and *myhc*, as measured by microarray and qPCR. The expression profiles were similar between microarray and qPCR data.

### Effect of growth hormone on cell proliferation in the zebrafish utricle and saccule

We were interested in the effect that overexposure to GH might have in the normal, non-acoustically exposed inner ear, given that *gh1 *levels were so dramatically up-regulated following acoustic trauma. Zebrafish (n = 6) were intraperitoneally injected with salmon GH and allowed to recover 24 h before treatment for bromodeoxyuridine (BrdU) detection through immunofluorescence. Two inner ear end organs were examined: the utricle, which is part of the vestibular system, and the saccule, which is the organ most fully characterized as a sound detector in fishes [36]. Injection with growth hormone resulted in a significant increase in cell proliferation only in the utricle (*P *≤ 0.001), although a deductable increase was also noted in the rostral portion of the saccule (*P *= 0.093; Figure 6).

**Figure 6:**
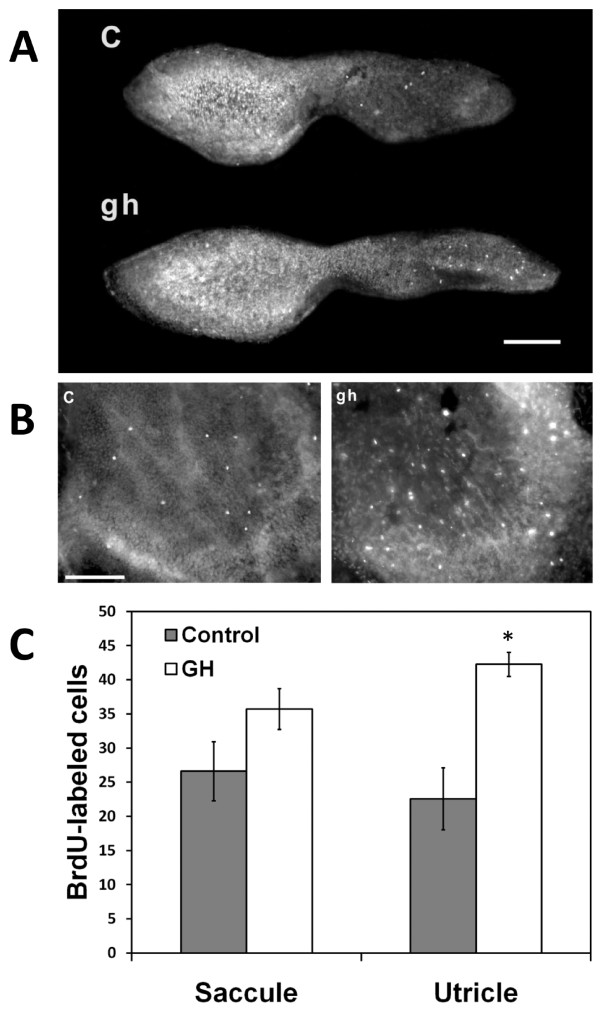
**Growth hormone promotes cell proliferation in the zebrafish inner ear**. A) BrdU-labeled saccules and B) utricles of control (C) and growth hormone-injected (gh) zebrafish. C) Numbers of BrdU-labeled cells increased significantly only in the utricle (*P *≤ 0.001; n = 6) following injection with growth hormone; however, a non-significant but noticeable increase in proliferation occurred in the saccule (*P *= 0.093; n = 6).

A small number of proliferating cells was detected in control saccules (mean ± S.E. = 26.6 ± 4.31), which supports previous reports of ongoing proliferation in the adult zebrafish saccule [33,37]. Proliferating cells in control saccules were noted primarily near the rostral tip and near the outer margins, although some BrdU-labeled cells were observed in other portions of the saccule (Figure 6A). Proliferating cells observed in treatment saccules did not show a consistent spatial arrangement in the rostral area. In some saccules, proliferating cells were located primarily near the edges of the rostral area, while in other saccules labeled cells were concentrated in the center of the rostral saccule. The spatial distribution of proliferating cells in the caudal region of the saccule was similar in control and treatment groups. Labeled cells occurred mainly in the outer margins of the macula.

Proliferating cells were also observed in control utricles, primarily near the outer margins of the macula (Figure 6B). Labeled cells in treatment utricles were scattered widely across the entire surface of the utricular macula, with less observable clustering or concentration at the edges than in controls. Proliferating cells in both control and treatment saccules and utricles were observed in multiple cell layers of the sensory epithelia.

## Discussion

Our current approach has been to delineate regulated zebrafish genes in order to provide direction for future investigations into auditory hair cell regeneration in zebrafish and mammals. Distinct patterns of gene expression were evident two and four days after acoustic trauma, suggesting that sound-induced damage in the zebrafish inner ear is a good model system for understanding pathways involved in hair cell regeneration. 

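Over the 8024 probes well above background on all 9 arrays (37.3% of the probes), the first principal component held 48.5% of the variance and the second 28.3%. The second separated the Day 2 arrays (-14.6 to -13.3) from the controls (9.3 to 9.8). The Day 4 arrays lay at 1.9, 5.1 and 6.3 on it. On the first component the Day 4 arrays were spread from 0.1 to 30.5, and the array at 0.1 was replicate 1, the only Day 4 array on slide 1. The root mean square log2 difference between arrays was 0.13 to 0.18 within the controls, 0.13 to 0.16 within Day 2, 0.25 to 0.40 within Day 4, and 0.25 to 0.54 between arrays of different groups. With the 75th percentile scaling it was 0.12 to 0.25 within Day 4 and 0.25 to 0.34 between groups. The first component (40.4%) then separated Day 2 (-12.6 to -11.6) from Day 4, with replicates 2 and 3 of Day 4 together at 16.2 and 15.9 and replicate 1 at 4.2. From the different patterns of expression on Day 2 and on Day 4, the paper proposes that the sound-exposed zebrafish ear can serve as a model for the pathways of hair cell regeneration.

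**Figure D3:**
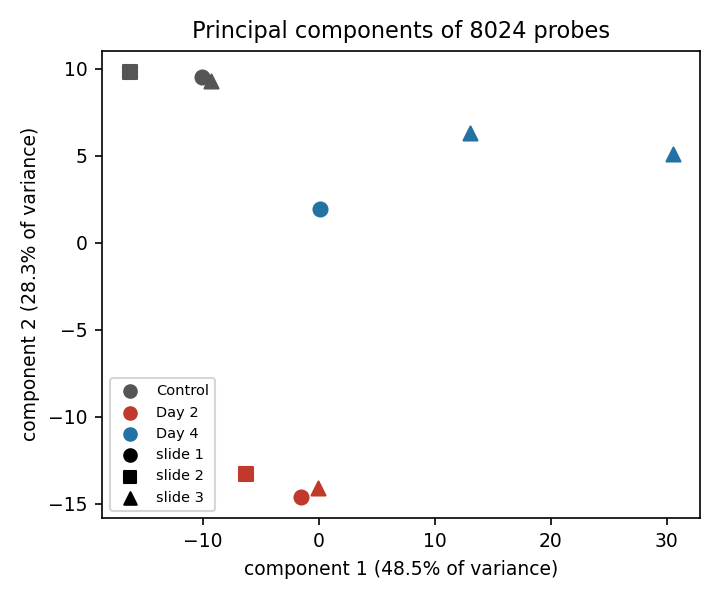
First and second principal components of the 9 arrays over the 8024 probes well above background on all of them, with the 50th percentile scaling and the share of variance on each axis. Colors mark the control, Day 2 and Day 4 pools and marker shapes mark the slide. The Day 2 arrays lie apart from the controls on the second component, and the Day 4 arrays are spread along the first.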

Transcripts showing the most dramatic regulation over the time course of our study include transcripts encoding growth hormone, major histocompatibility complex, class I, ZE, a light chain myosin, a heavy chain myosin, and a protein similar to atrial myosin light chain (*zgc:66286*).

The short time period within which these transcripts were examined following acoustic trauma coincided with a sharp increase in cell proliferation and partial recovery of hair cell bundle density, which was observed in our previous experiment with zebrafish [33], suggesting that these genes, as well as others listed in the datasets, may play a role in the regulation of cell proliferation and/or cellular repair. Genes associated with transport, kinase activity, transcription factor activity, signal transduction, hormone activity, nucleobase, nucleoside, nucleotide and nucleic acid metabolic process, extracellular region, cellular component, and calcium ion binding were also significantly regulated during this time period. However, a number of genes could not currently be assigned to any process or functional category. The roles of these transcripts during hair cell repair and regeneration remain undetermined. Further work is needed to elucidate the specific roles of many of the genes uncovered in this study.

### A. Role of growth hormone in hair cell regeneration

Mammalian growth hormone (GH) and insulin-like growth factor 1 (Igf1) affect growth in postnatal animals through independent and common pathways [38], influencing final stature [39,40] and facilitating neuron development and survival [41]. No previous study has been published concerning the effect of growth hormone in the inner ear, but other growth-related factors are known to affect hair cell production and survival in mammals. Igf1-null mice exhibit altered inner ear maturation, abnormal innervation of the sensory cells in the organ of Corti, and increased apoptosis of cochlear neurons [42]. Vestibular hair cell proliferation can be stimulated in mammals through exposure to transforming growth factor-alpha and epidermal growth factor [43]. 

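The igf1 probe (A_15_P114336, chromosome 4, 17968727 to 17971471) had a log2 signal of 2.48 ± 0.12 (SD, n = 3) on Day 2 and 2.36 ± 0.25 in the controls, a difference within the spread of the arrays (log2 fold change 0.11, SE 0.28, adjusted P = 0.952). Its sign changed on leaving out replicate 3 of the controls (-0.10) or replicate 1 of Day 2 (-0.02). The egf probe was not well above background on any array. The gh1 probe A_15_P112144 was at least 5.48-fold higher on Day 4 than in the controls (adjusted P = 0.00554), a call that was lost under some alternatives, the normexp correction and the omission of any control array among them. Transcripts of other pituitary hormones were also higher. For lhbeta1 (A_15_P109121) the log2 fold change was 3.40 on Day 2 (SE 0.17) and 3.51 on Day 4 (SE 0.18, adjusted P = 0.00402). The pomc probe was at least 4.18-fold higher on Day 2 (adjusted P = 0.003) and at least 6.09-fold higher on Day 4 (adjusted P = 0.00329), and was not well above background on any control array.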

The zebrafish homologs of these genes were not listed among the differentially regulated transcripts in our study, but *gh1 *was dramatically upregulated 64-fold on Day 2 and remained upregulated over five-fold on Day 4, indicating that growth hormone played a prominent role in post-sound exposure recovery of the inner ear of zebrafish. We speculated that the activity of gh1 in the zebrafish might induce proliferation in the ear, since administration of growth hormone can increase cell proliferation in cultured trout leukocytes [44] and increase body mass in zebrafish [45]. To characterize the effect of gh1 on cells of the inner ear, we injected zebrafish with salmon growth hormone. The significant increase we observed in cell proliferation in non-sound-exposed zebrafish inner ear following injection with growth hormone suggests at least three things: 1) growth hormone has the ability to stimulate proliferation in the inner ear of zebrafish, 2) under normal conditions, cells of the utricle, a vestibular organ, are more sensitive to growth hormone-mediated signaling than are cells of the saccule, and 3) that the rostral portion of the saccule may be more sensitive than the caudal portion. The difference in growth hormone sensitivity between the zebrafish utricle and saccule, and the potential difference between the rostral and caudal portions of the saccule, was unexpected but intriguing.

A difference in growth hormone sensitivity may reflect differences in proliferative capacity among the inner ear end organs. The regenerative capacity of hair cells in the fish utricle and lagena has not yet been determined. However, other non-mammalian vertebrates are capable of regenerating hair cells in both the vestibular and auditory portions of the inner ear [3,4,10,14,16], and rates of proliferation differ in vestibular and auditory systems in the absence of damage. For instance, supporting cells in the auditory portion of the chick inner ear, the basilar papilla, are normally quiescent in the absence of a damaging stimulus [46]. Conversely, hair cells in the vestibular organs of chicks have a relatively short life span (approximately 2-6 weeks), undergoing spontaneous apoptosis and replacement though proliferation and differentiation of epithelial supporting cells [47-50]. Hair cells in the mammalian auditory system do not regenerate, but vestibular hair cells exhibit a limited regenerative capacity [51-54]. Low levels of apoptosis occur throughout the development of the zebrafish saccule [37], but no data comparing the rate of apoptosis in the uninjured zebrafish saccule and utricle is currently available. This would be useful in elucidating whether the dissimilar sensitivity of different portions of the zebrafish inner ear to proliferation corresponds with dissimilar rates of apoptosis. In noise-exposed goldfish, apoptosis peaked in the saccule one day before a peak in apoptosis in the lagena, suggesting that patterns of cell damage can vary between different endorgans of the teleost ear [33].

Interestingly, although *gh1 *was up regulated approximately 64-fold at 2 dpse in our experiment with zebrafish, *Gh1 *in the rat cochlea is down-regulated two-fold following temporary threshold shift induced by noise-exposure, and to a smaller extent following permanent threshold shift [55]. Previous studies with mammals have shown that acute or chronic stresses can reduce GH levels in blood serum as well as in the brain [56-58]. While it is possible that exposure to sound produces a different growth hormone regulatory response in mammalian and non-mammalian vertebrates like zebrafish, it is more likely that this is due to differential timing of sound exposure. In the rat cochlea experiment, noise exposures were only for 90 minutes whereas in the current study, zebrafish were exposed for 36 hours followed by a two day recovery period. Thus, in zebrafish there could have been a decrease in GH during the initial stress of the acoustic exposure, followed by a subsequent increase during the recovery and regeneration phase. Future experiments with more time points following acoustic trauma are needed to determine this.

### B. Other transcripts associated with cell proliferation

Other genes that may have been up- or down- regulated in order to enable cell proliferation include signal transducer and activator of transcription 1 (*stat1*), stearoyl-Coa desaturase (*scd*), diacylglycerol O-acyltransferase (*dgat*), and major histocompatablility complex class II (MHC II) genes. 

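The stat1b probe (A_15_P106092, unplaced sequence, 36271385 to 36271444) was well above background on 1 of 3 Day 2 arrays and on 0 control and 0 Day 4 arrays. It has no fold change here, and its adjusted P-value was 0.0524 for Day 2 and 0.182 for Day 4:Day 2. In the authors' deposited tables the fold changes are 3.04 and -3.11. The scd probe (A_15_P112389) was well above background on 2 of 3 control arrays and was at least 5.60-fold higher on Day 2 (adjusted P = 0.0153), with a log2 signal of 2.94 ± 0.15 (SD, n = 3). On Day 4 it was well above background on 1 array and was at least 3.40-fold lower than on Day 2. This fall had an adjusted P-value above the threshold and was significant with the 75th percentile scaling.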

The function of *stat1 *may be connected with *gh1*, as it is in mammals, since growth hormone is known to activate signaling pathways that include STAT proteins [Figure 4; [59]]. The STAT activation process is transient and influences a broad range of physiological processes depending on the activating ligands and tissue type [60]. The STATs that are activated by growth hormone exposure can vary by cell type, possibly contributing to the specificity of the growth hormone response [61].

Proteins Scd and Dgat appear to regulate lipid biosynthesis, and possibly phospholipid membrane synthesis. Proliferation depends in part on the ability to incorporate oleate with free long-chain fatty acids in order to form membrane phospholipids [62]. Since the Scd protein synthesizes the oleate necessary for the biosynthesis of membrane phospholipids [63], the *Danio rerio scd *gene may be up-regulated on day two in order to increase production of membrane phospholipids as required by cell proliferation. The protein encoded by *dgat*, another gene up-regulated at 2 dpse and down-regulated between days 2 and 4, also participates in the regulation of membrane lipid synthesis. 

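The dgat1 probe (A_15_P104367) was well above background on all 9 arrays. Its log2 signal was 3.09 ± 0.08 (SD, n = 3) on Day 2 and 1.59 ± 0.11 in the controls, a log2 fold change of 1.49 (SE 0.15, adjusted P = 0.0225). From Day 2 to Day 4 it was -1.14 (SE 0.16, adjusted P = 0.127), larger than the spread of the arrays but significant only under other settings, among them the 75th percentile scaling. With the replicate number in the model in place of the slide, the log2 fold change on Day 2 was again 1.49 but was not significant.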

DGAT proteins interact with diacylglycerols, which are common intermediates for both triacylglycerol and phospholipid synthesis. DGAT tips diacylglycerol toward triacylglycerol synthesis. For instance, *in vitro *overexpression of DGAT1 gene in human lung SV40-transformed fibroblasts reduces synthesis of the membrane phospholipids phosphatidylcholine, phosphatidylethanolamine, and sphingomyelin by 30-40%, and reduces cell growth rate [64]. It is not clear why *dgat *was upregulated on Day 2, given that cell proliferation peaks at this time, but one possibility is that up-regulation of *dgat *occurred as part of the system to regulate proliferation.

Several genes associated with immune function were identified in the microarray. These genes may play roles in cell proliferation following apoptosis. Major Histocompatibility (MHC) class II molecules are found on professional antigen-presenting cells such as macrophages, dendritic cells and B cells. MHC class II molecules are observed in the cochlear cells of adult mice following a damaging event and may promote cell proliferation in the inner ear of organs that possess proliferative capability [65].

Deoxyspergualin, a drug that inhibits *de novo *cell surface expression of MHC class II antigens, blocks cell proliferation in the kidney [66]. Zebrafish MHC complex class II integral membrane alpha chain gene (*mhc2a*) was significantly regulated on 2 dpse and between days 2 and 4 dpse. 

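Relative to the controls, the mhc2a probe A_15_P101844 had a log2 fold change of 0.89 on Day 4 (SE 0.14, adjusted P = 0.117). Other class II transcripts measured on all arrays were not significantly regulated on Day 2. The log2 fold change was 0.60 for mhc2dab, -0.41 for mhc2dgb and -0.31 for 1 of the mhc2dga probes (adjusted P = 0.168, 0.384 and 0.749).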

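On Day 4 the mhc1ze probe A_15_P112825 had a log2 fold change of -1.03 relative to the controls (SE 0.31, adjusted P = 0.391). All 3 Day 4 arrays lay below the control arrays. The probe A_15_P113423 was at least 1.57-fold lower on Day 4 (adjusted P = 0.378). Another probe named for the gene (A_15_P100051) was well above background on 2 control arrays and on all 3 Day 2 arrays and did not fall. Its bound was 1.13-fold higher on Day 2, which was no significant difference (adjusted P = 0.845).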

Even more notable is MHC complex, class I, ZE (*mhc1ze*), which was down-regulated more than 67-fold on 2 dpse, but was not significantly regulated by 4 dpse. At this time, the function of mhc1ze has not been determined, but since MHC class I proteins are involved in antigen presentation on nearly all cell types in mammals, it seems probable that mhc1ze functions similarly in zebrafish. Antibodies that bind human MHC Class I molecules (HLA) and prevent them from presenting antigens induce increased proliferation of airway epithelial cells [67]. Down-regulating *mhc1ze *in zebrafish may have a similar effect, encouraging proliferation by the reduction of antigen presentation.

It is not surprising that genes related to immune function were regulated following acoustic trauma since macrophages, a type of leukocyte, are recruited to sites of damage and may be involved in initiating wound healing and repair [68]. Within hours of trauma to hair cell sensory epithelium, macrophages and other leukocytes are recruited to the area of damage. This has been reported in the lateral line of amphibians [69] and zebrafish [70], avian inner ear sensory epithelia [71-73], and the mammalian organ of Corti [74]. Macrophages recognize and destroy cells undergoing apoptosis via phagocytosis [75] and may secrete substances such as growth factors that could affect cell proliferation and other functions [68,76]. It has long been recognized that there is an interaction between the endocrine and immune systems in mammals. This appears to be true in fishes as well, and GH may be an important mediator between the two systems. For example, plasma GH levels and phagocytic activity are positively correlated in brown trout (*Salmo trutta*) during sea-water transfer [77,78], and GH causes proliferation in leukocyte cultures of chum salmon, *Onchorynchus keta *[79]. Reciprocal effects are also evident. Stress induces a rapid decrease of plasma GH levels in several fish species [80-82].

Another group of proteins that were highly regulated in our dataset were myosins. The most highly regulated were atrial myosin light chain (*zgc:66286*, -30 fold on Day 2, and -62 fold on Day 4) and slow muscle myosin heavy chain, like (*smyhc1l*, -36 fold on Day 2, and - 33 fold on Day 4). 

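The other probes for zgc:66286 also fell. For A_15_P107326 the log2 fold change on Day 2 was -4.69 (SE 0.11, adjusted P = 0.000221), and it was at least 25.6-fold lower on Day 4 (adjusted P = 0.000195). A_15_P100753 was at least 24.2-fold lower on Day 2 and at least 16.9-fold lower on Day 4 (adjusted P = 0.00375 and 0.00398), and A_15_P109098 at least 7.26-fold and 3.99-fold lower (adjusted P = 0.0185 and 0.0476). Of 7 probes for the heart transcripts myl7, vmhc, nppa, myh6 and cmlc1, 0 were well above background on any control array. The heart list also held actc1a, well above background on all 3 control arrays and at least 1.96-fold lower on Day 4 (adjusted P = 0.0573), and tnni1b, seen on 2 of them. Further transcripts of slow muscle were lower on both days. The log2 fold change was -2.34 and -1.96 for atp2a2a, -1.82 and -1.61 for stnnc and -1.73 and -2.44 for zgc:77592 on Day 2 and Day 4, and all were significantly regulated.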

Mutations in non-muscle myosins MYH9, MYH14 and myosin VIIa have been implicated in deafness in mammals [83-85]. Myosins are a large superfamily with many shared domains among the members and are important regulators of the actin cytoskeleton, a prominent component of hair cell bundles. A large number of different myosins are expressed in developing neurons and sensory cells, helping to carry out a range of functions including morphogenesis, axonal transport, and synaptic and sensory functions [reviewed in [86]], although the functions of many myosins are not known [87].

It is not clear why *smyhc1l *was down-regulated following acoustic trauma; however, *smyhc1l *may play a role in the regulation of immune response in the inner ear. Smyhc1l is a TMPIT-like protein, which is induced by TNF-alpha [88]. Since TNF-alpha is a cytokine involved in inducing immune response, apoptosis and inflammation [89], it is reasonable to assume that the down-regulation that we see in *smyhc1l *may be associated with the down-regulation in TNF-alpha and other cytokines that one would expect during the recovery from inflammation. In support of this, a number of genes that are negative regulators of immune response were up-regulated two days post-trauma, including TCF family B cell activation factor (TC277656), C1q tnf1 protein (TC276192), and complement C1q tumor necrosis factor-related protein 4 precursor (TC298139; Additional file 1).

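The TC277656 probe (A_15_P102554, chromosome 1, 1226382 to 1226441) was well above background on 1 of 3 Day 2 arrays and on 0 control arrays, so it has no fold change here (adjusted P = 0.0522). For TC276192 (A_15_P113567, chromosome 12, 29521823 to 29521882) the log2 fold change was 0.64 on Day 2 (SE 0.12, adjusted P = 0.109), with all 3 Day 2 arrays above all control arrays. It was significant with the 75th percentile scaling. TC298139 (A_15_P110329, chromosome 7, 31717025 to 31717084) was lower on Day 2, with a log2 fold change of -0.42 (SE 0.17, adjusted P = 0.54) that became 0.01 with the normexp correction. The authors' deposited table gives it a fold change of -1.40.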

Atrial myosin light chain (*zgc:66286*) possesses an EF-hand domain [88]. EF hands are a superfamily of calcium sensors and calcium signal modulators. Calcium-binding proteins such as calretinin, calmodulin, and parvalbumin have been used as markers for inner ear ganglion neurons and hair cells [90-94]. Calmodulin is known to mediate inflammation, apoptosis, immune response, and cell cycling [95,96], but it is unclear at this point if the calcium-binding properties of atrial myosin light chain are serving similar roles in the zebrafish inner ear.

### C. Genes associated with induced hair cell regeneration in mammals

Zebrafish homologs of genes that have been used to induce hair cell regeneration in mammals, specifically, cyclin-dependent kinase inhibitor *p27*(*kip1*)/*cdkn1b*, retinoblastoma1 (*rb1*), and atonal homolog 1 (*atoh1*) were found to be regulated at the *P*-value 0.05 level, but not at fold changes ≥1.4. Two days following sound exposure, *cdkn1b *was down-regulated slightly (-1.12-fold, see Additional file 1), while *cdkn1b *and *rb1*, both suppressors of cellular proliferation, showed up-regulation (1.60- and 1.36-fold, respectively) at 4 dpse following the peak in proliferation (Additional file 3). 

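The 3 probes for cdkn1b lie on chromosome 25 and were well above background on all 9 arrays. Their log2 fold changes on Day 2 were -0.10 (A_15_P108580, SE 0.11, unadjusted P = 0.411), -0.14 (A_15_P113729, SE 0.13, unadjusted P = 0.335) and -0.21 (A_15_P120098, SE 0.15, unadjusted P = 0.23), and the arrays of the groups overlapped for the first and the last of them. All 3 became positive with the normexp correction. From Day 2 to Day 4 they were 0.42, 0.47 and 0.65 (unadjusted P = 0.0155, 0.0159 and 0.00795), with adjusted P-values of 0.404, 0.406 and 0.33, and negative with the normexp correction. Relative to the controls, the Day 4 log2 fold changes were 0.31, 0.33 and 0.45. The rb1 probe (A_15_P117113, chromosome 25, 6260775 to 6260834) was not well above background on any of the 9 arrays.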

A similar pattern was evident for *atoh*1, which was down-regulated at 2 dpse (-1.20 fold) and up-regulated at 4 dpse (1.24 fold). Thus, more work will need to be done to rule them out as players in the process of proliferation and differentiation of zebrafish hair cells.

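The atoh1a probe (A_15_P111715, chromosome 8, 23345216 to 23345274) had a log2 signal of 4.87 ± 0.08 (SD, n = 3) in the controls, 4.67 ± 0.11 on Day 2 and 4.95 ± 0.14 on Day 4. It changed by -0.20 on Day 2 (SE 0.13, unadjusted P = 0.195, adjusted P = 0.942), 0.05 on Day 4 and 0.24 between the days (SE 0.14, unadjusted P = 0.142, adjusted P = 0.706). With the normexp correction the first and the last changed sign, to 0.25 and -0.50.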

In this study, we used RNA isolated from whole ear tissue because of the very small size of the sensory epithelium of the zebrafish inner ear. RNA collected only from sensory maculae or specific cell types may reveal significant regulation of low-abundance transcripts that was not detectable in whole ear samples. Additionally, regulation of proteins, which would not be detected via microarray, likely affects cellular processes during regeneration in the inner ear. Levels of existing p27^Kip1 ^protein may have been altered by ubiquitinylation in order to allow proliferation to occur. Analysis of p27^Kip1 ^protein alteration in the sound-exposed inner ear will be necessary to ascertain whether p27^Kip1 ^protein regulation plays a significant role in naturally occurring hair cell regeneration in the zebrafish. Interestingly, p27 ^Kip1 ^was not found to be a part of the zebrafish hair cell transcriptome [97], although it is a supporting cell marker in the mammalian organ of Corti that inhibits cell cycle progression [98]. Knock-out mice without this gene exhibit cell proliferation in the organ of Corti [27].

The gene *rb1*, was also not significantly regulated in this study at the 1.4 fold cut-off level, but since Rb1 function is regulated by phosphorylation, significant changes in overall transcription levels may not be necessary to promote proliferation. Hypophosphorylated Rb1 is an active proliferation repressor, but Rb1 loses all repression function if sufficiently phosphorylated [99]. The phosphorylation state of pRb following noise exposure will need to be delineated to determine whether pRb is an active regulator of cell proliferation in the zebrafish inner ear.

Similarly, regulation of zebrafish *atoh1a*, homolog of the hair cell differentiation gene *Atoh1/Math1*, was weak at 2 and 4 dpse in our study. Atoh1a is a key regulator of differentiation of precursor cells that become hair cells in mice [24,25]. *Atoh1a *and *b *are also necessary for hair cell differentiation in zebrafish [26]. The time points investigated in this study may have been too early in the recovery process for Atoh1 detection, as Atoh1 only promotes the final stages of hair cell development [24,100] and may have peaked in the majority of regenerating hair cells later than 4 dpse.

### D. Hair cell genes

Comparison of our microarray dataset with the zebrafish hair cell transcriptome [97] revealed common hair cell genes. We identified significant regulation in zebrafish hair cell genes encoding proteins such as creatine kinase, alpha-tubulin, keratin 8, and v-fos FBJ murine osteosarcoma viral oncogene homolog. 

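Of the alpha-tubulin transcripts, tuba1 had log2 fold changes on Day 2 of 0.84 (A_15_P103651, SE 0.14, adjusted P = 0.0755) and 0.80 (A_15_P110343, SE 0.14, adjusted P = 0.0984), which were significant with the 75th percentile scaling. For tuba8l3 it was 0.52 (SE 0.13, adjusted P = 0.206). The 3 probes for krt8 had log2 fold changes of 0.02, 0.13 and 0.03 (adjusted P = 0.979, 0.952 and 0.964). The first and the last of these were negative with the 75th percentile scaling (-0.05 and -0.03). On Day 4 the 3 krt8 probes were at 0.26, 0.32 and 0.22 relative to the controls (adjusted P = 0.523 for each), and negative with the normexp correction (-0.07, -0.02 and -0.07). From Day 2 to Day 4 the 2 tuba1 probes had log2 fold changes of -1.04 (adjusted P = 0.127) and -0.74 (adjusted P = 0.258), also significant with the 75th percentile scaling. A second probe for fos (A_15_P104381) was well above background on 2 of 3 Day 2 arrays and on 0 control arrays (adjusted P = 0.0552).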

Two zebrafish genes encoding creatine kinase (creatine kinase, muscle (*ckm*) and creatine kinase, mitochondrial 2 (*ckmt2*)) were significantly regulated in our microarray dataset. 

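The ckm probe (A_15_P103741, chromosome 5, 39137310 to 39137369) had a log2 signal of 4.64 ± 0.06 (SD, n = 3) in the controls and 3.17 ± 0.09 on Day 4, a log2 fold change of -1.50 (SE 0.13, adjusted P = 0.0189). It was -0.35 on Day 2 (adjusted P = 0.379) and -1.15 from Day 2 to Day 4 (adjusted P = 0.0807). The ckmt2 probe (A_15_P112854, chromosome 24, 6804368 to 6804661) had a log2 fold change of -1.60 on Day 2 (SE 0.38, adjusted P = 0.19), and all 3 Day 2 arrays lay below the control arrays. On Day 4 it was at least 3.71-fold lower (adjusted P = 0.152). Transcripts of fast muscle fell together with ckm on Day 4.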

Muscular creatine kinase performs a variety of functions, even in non-muscle tissues and cells [101]. In the inner ear, creatine kinase (or its mitochondrial creatine kinase isoform) is required to maintain energy homeostasis through ATP delivery to plasma-membrane Ca^2+^-ATPase isoform 2 (Pcma2), an ion pump required for normal sensory transduction in stereocilia of mammals and birds [102]. In the avian utricle, creatine kinase B is primarily localized in hair cells, and creatine kinase/mitochondrial creatine kinase isoform double knockout mice exhibit elevated hearing thresholds of 20-30 dB at 8 and 16 kHz [103].

Significant regulation of transcripts encoding zebrafish inner ear structural proteins was noted in our study. Alpha-tubulin and beta-tubulin dimers are components of all polymerized microtubules. Strong labeling for alpha tubulin is seen in sensory and supporting cells of the guinea pig inner ear [104]. Keratin 8 is one of the major intermediate filaments, which provide structural support throughout many tissue systems. Keratin 8 is thought to confer resistance to apoptosis induced by Fas ligand or TNF family receptors [105], both of which are implicated in cisplatin- and ethacrynic acid-induced apoptosis of hair cells in chinchillas [106].

V-fos genes (the viral homologue of c-fos genes) are highly inducible in response to a variety of growth factors and differentiation-specific inducers, and can induce bone tumors in mice [107]. Members of the fos and jun protein families can combine to form a complex called activating protein-1 (AP-1). AP-1 induction by the hair cell-toxic antibiotic gentamicin is transient and occurs exclusively in hair cells in rat organ of Corti explants [108]. Inhibitors of the upstream pathway for AP-1 rescue hair cells [109]. It should be noted that the up-regulation of some genes found in our microarray data, such as *c-fos*, are indicative of a general neuronal stress response in fishes [110], and acoustic stimuli can induce a short-term stress response in goldfish [111]. Thus, it is unclear if such regulation is the response from hair cell damage or auditory nerve overstimulation, but it should not be indicative of neuronal changes in brain activity since our samples only contained ear tissue.

Some of the regulated genes in the current study are similar to genes highly regulated in the hair cells of other model organisms as well. Avian utricular hair cell genes include parvalbumin, which serves as a mobile Ca^2+ ^buffer in the avian inner ear, alpha-tubulin, creatine kinase, heat shock protein 90 (HSP90), and an isoform of Ca^2+ ^transporting ATPase [103]. Additionally, POU domain transcription factors, thyroid hormone receptor [112], heat shock proteins [113], and collagen IV alpha chain 4 [114] have been noted in mammalian hair cells. Bcl-2, another regulated gene in our dataset, is believed to play an essential role in prevention of sensory cell death in guinea pigs [115]. Thus, a number of the gene products that were regulated in the zebrafish ear following acoustic trauma have been found in hair cells or have been found to regulate hair cells.

## Conclusions

Microarray analysis of RNA from acoustically overexposed zebrafish inner ears revealed that genes involved in multiple processes were significantly regulated, including those involved with cell proliferation, apoptosis, wound healing, signal transduction, transcription, growth, immunity, and hair cells. Some of these genes are prospective targets for manipulating cell proliferation and/or improving hair cell protection during or following noise exposure. Genes previously identified in the hair cells of zebrafish, and homologs of avian and mammalian hair cell genes were also noted. More work will be needed to determine the functions of these and other genes identified in acoustically-overexposed zebrafish. Although a clear candidate for regulation of mammalian auditory hair cell regeneration has not been identified in this study, the data point to possible additional targets of investigation and suggest that hair cell proliferation may be accelerated through treatment with growth hormone.

## Methods

### Experimental animals

Adult breeder zebrafish (*Danio rerio*) were obtained from Segrest Farms (Gibsonton, FL) and maintained in 170-L flow-through aquaria under conditions of constant temperature (25°C) and a 12-h light/12-h dark schedule. Fish total lengths ranged from 36 to 44 mm. All work was done under the supervision of the Institutional Animal Care and Use Committee of Western Kentucky University.

### Sound exposure

Adult zebrafish were randomly assigned to treatment and control groups without bias for weight or length or sex. Forty zebrafish were exposed to a 100 Hz tone at 179 dB re 1 μPa RMS. The sound was generated by a B&K Precision function generator (4017A) connected to a 5.3 amp/200 watt Audiosource monoblock amplifier and University Sound UW-30 underwater speaker placed in a 19-L sound exposure chamber. Fish were exposed for 36 hours at 24.5-25°C, and then 20 fish were moved to a recovery tank for two days and the remaining 20 fish were placed in another tank for four days. Controls (n = 20) were placed in the sound exposure chamber for the same time and temperature with the sound generator turned off.

### RNA isolation and preparation

RNA samples were obtained from the inner ears of the three groups of 18 to 20 fish each (controls, 2 dpse, 4 dpse). One group served as non-sound-exposed controls, and the remaining two groups were exposed to the acoustic stimulus and allowed to recover for 2 or 4 days. The day 2 time point was selected in order to investigate gene expression during proliferation, which had been shown to peak at 2 dpse, and 4 dpse was chosen since it represented a post-proliferative phase [33]. Additionally, it was hoped that genes strongly associated with hair cells would be significantly regulated at this time point as proliferating cells potentially differentiated into replacement hair cells.

Fish were sacrificed one at a time with an overdose of MS-222, their heads were removed, and both whole ears (saccule, lagena, utricle and semi-circular canals) were immediately dissected out while being completely submerged in RNAlater (Ambion, Austin, TX), as preliminary work indicated that either the small size of the saccule, or the length of time needed to separate it from the inner ear, resulted in low RNA yield. Ears were then placed in sterile Eppendorf tubes and flash frozen in liquid nitrogen. Three to four hours were required to dissect all the fish in one group. Although each fish was dissected quickly, the ears were not contaminated with surrounding tissue other than perhaps residual parts of the auditory nerve. Once all the ears for a sample were collected, the tissue was pooled and homogenized with a Kontes Pellet Pestle Microgrinder and sterile disposable pestles (Kontes, Vineland, NJ), then processed for RNA isolation using the RNeasy Lipid Tissue Mini Kit (Qiagen, Valencia, CA). RNA quality was checked with the aid of an Agilent 2100 Bioanalyzer (Agilent, Wilmington, DE). For this project, sharp ribosomal RNA bands were evident with an RNA integrity number greater than 7.0. 300 ng total RNA was used to generate fluorescent cRNA with the aid of Low RNA Input Linear Amplification kit with one-color (Agilent, Wilmington, DE). Briefly, this kit uses a T7 promoter primer to synthesize cDNA and T7 RNA polymerase to synthesize cRNA, which simultaneously amplifies the target material and incorporates cyanine 3-labeled CTP (Cy3). The labeled cRNA was purified by using the RNeasy Mini Elute kit (Qiagen, Valencia, CA). The yield and incorporation efficiency were measured on a spectrophotometer (NanoDrop Technologies). The yield for this project was greater than 1.5 μg, and the specific activity was greater than 9.0 pmol Cy3 per μg cRNA.

### Microarray

1.65 μg of each labeled cRNA sample was fragmented at 60°C for 30 min (Agilent Gene Expression Hybridization kit) and then hybridized to Agilent Zebrafish (*Danio rerio*) oligonucleotide arrays (Agilent Unrestricted AMADID Release GE 4 × 44K, 60-mer oligonucleotides; G2519F; V1: 015064) at 65 °C for 17 hours. This microarray has 21,000 *D. rerio *probes, replicated twice. Three technical replicates were hybridized for each of the three time points (control, Day 2, and Day 4), with one replicate of each time point on each of the three 4-array plates processed. After hybridization, the microarray slides were washed with Agilent gene expression wash buffers. The slides were scanned with the aid of an Agilent microarray scanner (G2565BA) with a setting for one-color using the green channel and 5 μm resolution. The one-color microarray images (.tif) were extracted with the aid of Feature Extraction software (v 9.5.1, Agilent). Raw and processed gene expression data were deposited in NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/ webcite, GEO Series accession number GSE29669).

### Quantitative Real Time PCR

Validation of the results obtained through microarray analysis was performed via quantitative PCR on the same RNA samples used for the microarrays. Probes were obtained from custom Taqman Gene Expression Assays (Applied Biosytems) designed against the following target genes: elongation factor 1-alpha, *ef1alpha *(NM_131263); growth hormone, *gh1 *(AY286447); jun B proto-oncogene, *junb *(NM_213556); atonal homolog 1a, *atoh1a *(NM_131091); retinoblastoma 1, *rb1 *(BC154730); and cyclin-dependent kinase inhibitor 1b, *cdkn1b *(NM_212792). Sybr green probes were designed against the following genes: Slow myosin heavy chain, *myhc5 *(AF425742); atrial myosin light chain, *zgc:66286 *(AF434191); *Danio rerio *major histocompatibility complex class I, *mhc1ze *(NM_194425); peptidylprolyl isomerase A (cyclophilin A), *ppia *(NM_212758). Primer sequences are presented in Table 6.

**Table 6:** Primer sequences of *Danio rerio *genes used in qRT-PCR for validation of microarray data.

Symbol	ID	Direction	Primer Sequence	PCR
*ef1alpa*	NM_131263	forward	CGACAAGAGAACCATCGAGAAGTT	Taqman
		reverse	CCCAGGCGTACTTGAAGGA	Taqman

*gh1*	AY286447	forward	Applied Biosystems Assay ID:	Taqman
		reverse	Dr03128643_m1	Taqman

*junb*	NM_213556	forward	Applied Biosystems Assay ID:	Taqman
		reverse	Dr03204057_s1	Taqman

*atoh1a*	NM_131091	forward	GGCAGATGAGGGCAGACA	Taqman
		reverse	CCTCTGTTTCTGCACGACGTT	Taqman

*rb1*	BC154730	forward	GCCCCTCCATCACAACCA	Taqman
		reverse	GGCTCGGCCTCCATTACAG	Taqman

*cdkn1b*	NM_212792	forward	GAGAGCCGAGGAAAAGAAGCT	Taqman
		reverse	GCGAGCGTTTGCTTTGACA	Taqman

*smyhc1l*	AF425742	forward	TGAGCAACTTGGTGAGAGTGGGAA	Sybr green
		reverse	TCAGCTTCCTCCAGAGCAGTTTGT	Sybr green

*zgc:66286*	AF434191	forward	TTCCTGCCAATGCATCAGCACAT	Sybr green
		reverse	CCGTTGCCCTCTTTGTCAAACACT	Sybr green

*mhc1ze*	NM_194425	forward	AGAGTGTGTGGACTGGCTCAACAA	Sybr green
		reverse	AGAATCCAGTGGCCAGACAAGTGA	Sybr green

*ppia*	NM_212758	forward	AGAATTTCAGGCAGTTGTGCACGG	Sybr green
		reverse	TGTGGTTTGTGAAGTCACCTCCCT	Sybr green

Complementary DNA was generated starting with 100 ng of RNA template per reaction using Multiscribe Reverse Transcriptase (Applied Biosystems). Real-time PCR was performed using Taqman or Sybr Gene Expression Master Mixes. Samples were placed in an ABI PRISM 7300 Real-time PCR System (Applied Biosystems) and thermal cycling was initiated at 95°C for 10 min, followed by 40 cycles of denaturing at 95°C for 15 s with annealing at 60°C. Each gene expression was repeated in three independent reactions. Each target gene was normalized relative to endogenous control genes for cyclophilin and ef1-alpha. Single band specificity was verified.

### Immunohistochemistry

Fish averaging 4.7 cm total length and 0.66 g were randomly assigned to treatment and control groups without bias for weight or length. Treatment fish were injected with 10 μg salmon GH/g body weight, while controls were injected with a phosphate buffer solution. Both groups (n = 6/group) were then allowed to recover for 24 h at 25 μC. Cell proliferation in saccules of these fish was then quantified through visualization of cells labeled for BrdU, which is a synthetic thymidine analog that is incorporated into cellular DNA during S-phase. BrdU (Sigma-Aldrich, St. Louis, MO) was dissolved into normal Ringer's solution at a concentration of 5 mg BrdU/ml. Fish were injected intraperitoneally with 0.02 ml BrdU/Ringer's solution and allowed to recover for 4 h. The fish were then euthanized with an overdose of MS-222. The heads were removed and placed in 4% paraformaldehyde overnight at 4°C. The heads were then rinsed 4 × 10 min in 0.1 M PBS and the inner ears dissected out under a stereomicroscope.

The saccules and utricles were isolated from the ears and excess tissue was trimmed away to allow the maculae to lie flat. The maculae were bathed in 1N HCL for one hour at 37°C to denature DNA, 0.1 M borate buffer (pH 8.5) for 10 min to neutralize tissue pH, and washed 3 × 10 min in PBS. Maculae were incubated overnight at 4°C in mouse monoclonal anti-BrdU antibody (Invitrogen, Carlsbad, CA) diluted to 1:100 in 1% BSA/0.5% Triton X-100/PBS. Maculae were then washed 3 × 10 min and incubated for 30 min at room temperature in 1:500 Alexa Fluor 568-conjugated rabbit anti-mouse antibody (Invitrogen) in PBS. Maculae were again washed 3 × 10 min in PBS and mounted with Prolong Gold Antifade reagent with DAPI (Invitrogen). The slides were cover-slipped and viewed under an Zeiss Axioplan 2 epifluorescent microscope with rhodamine and DAPI filters. Images were captured with an AxioCam MRm camera and analyzed with Zeiss Axiovision 4.4 software. Alexa Fluor 568-labeled cells were counted for each whole saccule and utricle to quantify cell proliferation.

### Data analysis

The raw data files generated by the microarray procedure were imported into GeneSpring (GX 7.3) and the data were normalized and analyzed. GeneSpring generated an average value of the three replicates of each gene. Data was transformed to bring any negative value to 0.01. Normalization was performed using a per-chip 50th percentile method that normalizes each chip on its median, allowing comparison among chips. Then a per-gene on median normalization was performed, which normalized the expression of every gene on its median among samples. The differentially expressed genes of significance were evaluated with the aid of Volcano Plots (*P*-value versus fold change; Figure 1). Pairwise comparison of the experimental and control groups used the data derived from the Volcano Plots. Pairwise comparisons were also performed between the two treatment groups. Differentially expressed genes with *P*-values≤0.05 and fold changes ≥ 1.4 were determined to be significantly regulated. The Benjamini and Hochberg False Discovery rate was used for test correction.

Gene networking analyses were performed using Ingenuity Pathways Analysis (IPA; Ingenuity Systems). Biological processes and molecular functions were identified for significantly regulated transcripts via Gene Ontology (GO; http://www.geneontology.org). The processes and functions listed should be considered putative, as many of the genes are currently assigned to GO categories based on electronic annotation or inferences from expression pattern.

The effect of growth hormone injection on cell proliferation in the zebrafish utricle and saccules was tested using a separate one-way analysis of variance for the utricles and saccule. Preliminary analyses showed no statistical differences between right and left utricles and saccules in terms of numbers of BrdU-labeled cells, so data from both ears were pooled for analysis.

## Authors' contributions

JBS performed dissections and RNA extraction of the zebrafish ears, analyzed gene functions, and wrote a majority of the initial manuscript. HS performed Ingenuity Pathway Analysis to examine networks of gene regulation and edited the manuscript. WTP performed RT-PCR confirmation of the microarray data and wrote parts of the paper. NGFC and XL performed the microarray analysis. MES conceived the study, did statistical analysis, and wrote and edited much of the paper. MES, XL and HS prepared the figures. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Differential gene expression at two days post-trauma compared to controls**. This file presents all significantly regulated (*P *< 0.05) genes in zebrafish ears two days following acoustic trauma compared to controls, sorted by fold change. Following IPA notation, upregulated and downregulated genes with > 1.4 fold changes are labeled in red and green, respectively. Click here for file

Additional file 2 **Differential gene expression at four days post-trauma compared to controls**. This file presents all significantly regulated (*P *< 0.05) genes in zebrafish ears four days following acoustic trauma compared to controls, sorted by fold change. Following IPA notation, upregulated and downregulated genes with > 1.4 fold changes are labeled in red and green, respectively. Click here for file

Additional file 3 **Differential gene expression at four days post-trauma compared to day two**. This file presents all significantly regulated (*P *< 0.05) genes in zebrafish ears four days following acoustic trauma compared to two days post-trauma, sorted by fold change. Following IPA notation, upregulated and downregulated genes with > 1.4 fold changes are labeled in red and green, respectively. Click here for file

Additional file 4 **Significantly regulated functions at two days post-trauma**. This file displays the categories and functions of significantly regulated genes in zebrafish ears two days following acoustic trauma compared to controls. In addition, specific molecules being regulating in each functional annotation are provided. Click here for file

Additional file 5 **Significantly regulated functions at four days post-trauma**. This file displays the categories and functions of significantly regulated genes in zebrafish ears four days following acoustic trauma compared to controls. In addition, specific molecules being regulating in each functional annotation are provided. Click here for file

Additional file 6 **Significantly regulated functions at four days post-trauma compared to day two**. This file displays the categories and functions of significantly regulated genes in zebrafish ears four days following acoustic trauma compared to day two. In addition, specific molecules being regulating in each functional annotation are provided. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

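Gene expression was measured in 3 groups of adult zebrafish, controls and fish killed 2 or 4 days after sound exposure. Each group was 1 pool of inner ear RNA from 18 to 20 fish, and each pool was hybridized to 3 arrays with a single dye, so that 9 arrays were analysed, 6 in each pairwise comparison. The arrays of a group are technical replicates. All tests compare RNA pools against the variation between hybridizations, and none of them measures how far fish of the same group differ.

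The authors deposited the intensity of each spot as written by Feature Extraction 9.5.1.1, corrected for background and spatial trends within each array but not scaled between arrays. They also deposited, for each comparison, a table with a ratio of group means for each transcript (the fold change) and a P-value, made in GeneSpring. There, negative values were set to a small positive value, each array was divided by its 50th percentile and each gene by its median, the 3 replicates were averaged, and the P-value was adjusted by the method of Benjamini and Hochberg. The fold changes and P-values of the authors were used only where a sentence names the authors' deposited table, and 6 columns of normalized values in those tables were not used.

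For the values given here, control spots and spots marked as outliers were left out, the intensity was taken to log2, the 50th percentile of each array was subtracted, and the 2 spots of each of the 21495 probes were averaged. No probe was removed for a low signal. The model was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 to all 9 arrays, with terms for the group and for the slide, which was read from the scanner output. The legend of the paper's volcano plots names paired t-tests and the methods place 1 replicate of each time point on each slide, and this is why the slide was in the model. The control and Day 2 arrays of the same replicate number were on the same slide and deviated together from their group means (correlations of 0.50, 0.27 and 0.54, against -0.51 to 0.23 for the 6 pairs with different numbers), so that number and slide both pair these arrays. The numbers do not pair the Day 4 arrays with the others (-0.06 to 0.12 over 6 pairs), and neither does the slide (-0.02 to 0.12). These correlations therefore give no ground for a block in the comparisons with Day 4. Replicate 2 of Day 4 was not on the slide of the other arrays of its number. A probe was significantly regulated at a Benjamini-Hochberg adjusted P-value of at most 0.05 over all probes and a fold change of at least 1.4, the thresholds of the methods. Every adjusted P-value is from this fit unless another test is named. Tables were read with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9.

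The number of arrays limits the precision, and the share of spots well above background, 39.5% to 56.9% by array, limits what can be measured. A group in which a probe was not well above background on all 3 arrays gives only a bound. The bound is the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the lowest signal of any probe well above background and the signal of the probe itself. No size of change is given where this is below 1 or where both groups were below background. Fitted values of the model are printed for some such probes, and they are no measure of size. A bound uses group means without the slide term and allows for no error. It can therefore lie above the fitted value and is no confidence limit. The level of a probe was not set against that of another probe.

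Probes were named through the RefSeq gene table for GRCz12tu, by accession for 7323 probes, clone name for 1993, gene number for 71 and symbol for 614, and the other 11494 kept the name in the files. The accessions that the paper gives for zgc:92049 and for the transcript similar to F13A1 lack digits and were completed by hand to those of the array, and that for rb1, which is not on the array, was replaced by the probe named rb1. Positions are on danRer2 and were taken from the deposited files. No genome sequence of that build was used here. The transcripts named in the text were fixed by a rule. They are those to which the paper gives a fold change in its text or Tables 1 to 5, the further genes its text names as regulated, for each comparison the 5 significantly regulated probes with the largest rise and the 5 with the largest fall among those whose arrays do not overlap, and members of a marker list where a test uses that list. For categories of genes, the lists of the paper's Additional files were matched to probes by name and their directions counted, without a test, because the lists were drawn from these arrays. The list of regulated genes for Day 2 in the paper's Additional files was held only in part and was not used for any set test.

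The alternatives, set with the design and the rule for named transcripts before the data were examined, were a model without the slide, scaling to the 75th percentile, quantile normalization, a normexp background correction (offset 50) of the raw spot and background intensities, a filter that kept only probes well above background in at least 1 group, outlier spots kept, a variance trend with robust estimation, only the 6 arrays of a comparison, the paper's t-test (paired, or unpaired with equal or unequal variances), a ratio of mean signals, a fold change of at least 2, and leaving out each array in turn. A model with the replicate number in place of the slide, scaling to the median of the spots well above background on all arrays, and the 75th percentile together with the paper's t-test were added after seeing the data. Other divisions of the 6 arrays of each comparison into groups of 3 were fitted in the same way. Comparisons that share the Day 2 arrays were set against 20 simulations of unrelated pools.

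In 19 lists of marker genes, written down with the alternatives, the median log2 fold change was set against 10000 random lists of the same size matched on mean signal. This describes these pools and is no test across fish. The fit was tested on simulated data for all 21495 probes with 200 probes changed by 1.50 on the log2 scale. The 200 were drawn only from probes well above background on all arrays. The simulated noise was independent between arrays, with a shift by slide built in and no error of scaling. It recovered 93.5% of them with 12 false calls for Day 2:Control, 85.0% with 18 for Day 4:Control and 86.0% with 13 for Day 4:Day 2. The unpaired t-test with equal variances recovered 38.5%, 46.5% and 46.5%, with 4, 1 and 2 false calls. On the real arrays this t-test called 735 probes in Day 2:Control and limma 158, the other way round. The simulation therefore does not show how well the fit recovers dim probes or works on these arrays. The growth hormone injections, the cell proliferation counts and the PCR measurements were not analysed here.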

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

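The tests of the fall of gh1, of heart tissue as a source of zgc:66286, of blood in the Day 2 pool, of the shared Day 2 arrays and of the class I cells and haplotype behind mhc1ze were chosen only after the results were seen, and those of pituitary tissue, of the time of dissection, of muscle tissue and of other divisions of the arrays were fixed earlier.

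Between Day 2 and Day 4 the test of the difference itself called 14 probes. Of these, 3 were well above background on all arrays of both days, with log2 fold changes of -3.56 for gh1, 2.11 for mhc2a (a4) and 1.76 for hsp70 (AB062116). For 10 others only one day was measured on every array, so the fitted log2 fold change is no estimate of size. The bounds leave out the slide term, and that of cyp8b1.3 lies above its fitted fold change of 4.357. Those that rose were hla-ze (fitted 4.98, at least 7.58-fold), CK027485 (3.10, at least 3.84-fold), pnp5b (2.93, at least 3.71-fold), cyp8b1.3 (2.12, at least 4.39-fold) and CK362815 (1.67, at least 3.23-fold). Those that fell were TC269758 (-2.38, at least 2.75-fold lower), wu:fk76c08 (-1.98, at least 2.2-fold lower), TC286423 (-1.91, at least 3.65-fold lower), zgc:64065 (-1.81, at least 2.44-fold lower) and ENSDART00000044186 (-1.78, at least 2.16-fold lower). A_15_P110370 (fitted 2.46) was measured on 1 Day 4 array and 0 Day 2 arrays. All were called with the slide in the model, so a constant difference between slides is allowed for. Of the 10 divisions of the 6 arrays into 3 and 3, only the real one called as many probes, 1 of 10, as it was for Day 2:Control and Day 4:Control, and so few divisions cannot exclude chance. The other 9 called 0 probes with limma in every comparison, while up to 6815 probes passed an unadjusted P-value in a division. In Day 2:Control, 3 of these 9 part all 3 same-numbered pairs as the real division does, and 66 to 284 probes passed the unadjusted P-value and the fold change in them against 1225 in the real one. The other 6 part only 1 pair, and 178 to 5239 probes passed. With 1 pool per day, the time after sound and any other difference between the pools, such as the fish in them or their dissection, cannot be told apart. Which of these probes differ in fish 2 and 4 days after sound was not tested.

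Growth hormone did not rise alone. On Day 2 lhb had a log2 fold change of 3.40, pomca was at least 4.18-fold higher, and cga passed both thresholds below background in most arrays. So did fshb, which the paper's main text does not name (fitted log2 fold change 2.44, well above background on 1 of 3 Day 2 arrays and 0 control arrays). Pituitary tissue carried into the sound-exposed pools during dissection is a candidate explanation. The paper states that the dissected ears were free of neighboring tissue, except possibly remnants of the auditory nerve. The probes for prl and tshba were below background in every pool, as was the second gh1 probe, and 2 of 8 probes for pituitary regulators were well above background in any group, so pituitary tissue and transcription in the ear cannot be told apart. Less pituitary tissue on Day 4 does not by itself account for the fall of gh1 after Day 2. The median log2 fold change Day 4:Day 2 of 5 probes for lhb, pomca, cga and fshb was 0.22, with pomca at 0.53 (SE 0.14), while gh1 fell by 3.56. With the normexp correction the median of the whole hormone list changed sign, to -0.12, and gh1 fell by 3.35. A rise of gh1 in the ear with sound exposure, and a response of the pituitary itself, stay open as untested biological explanations.

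The probe for mhc1ze was below background on all 3 Day 2 arrays and well above it on all control and Day 4 arrays. Fewer cells with class I genes on Day 2 is argued against by the beta-2-microglobulin probes measured in every pool, whose median log2 fold change was 0.19 over 4 probes (0.01 to 0.34), and by mhc1uxa2 and mhc1uea, which were significantly higher on Day 2 (1.09 and 1.22). Class I genes can be present or absent by haplotype. Of the other probes named for mhc1ze, A_15_P113423 fell on Day 2 as well, at least 5.90-fold. A_15_P100051, at another position of the gene or of a related one, did not fall on Day 2. Its bound was 1.13-fold higher, no significant difference (fitted log2 fold change 0.25, well above background on 2 of 3 control arrays). No genotype of the pooled fish was used here. Another haplotype among the Day 2 fish and a regulation of the gene by sound therefore cannot be told apart.

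Most probes called on Day 2 had the opposite sign between Day 2 and Day 4 (79.7%). Opposite signs arise from the shared Day 2 arrays alone, and simulated unrelated pools that share them gave 83.1% on average (79.8% to 86.2%), so the observed share is no higher than sharing gives. The simulated pools were no close model of these ones, since the observed correlation of -0.312 lay outside theirs (-0.501 to -0.456), and the 10 opposite calls among 158 lay outside their 79 to 139 among 357 to 454. That transcripts returned toward the control level is a second hypothesis, and the median size of the change was 1.31 on Day 2 and 0.70 on Day 4 for the same probes, but probes chosen for a large value on Day 2 are smaller in any second measurement. The 2 explanations cannot be told apart with these values.

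The clock gene nr1d2b, outside the genes the paper discusses, had a log2 fold change of 1.29 on Day 2 (adjusted P = 0.0325) and 1.34 on Day 4 (adjusted P = 0.0574). It rose with nr1d1 and per4. The list of clock repressors and outputs had a fitted median of 1.04 on Day 2 and 1.15 on Day 4. These medians lay above all 10000 random lists, and were 0.78 and 0.96 without the 2 probes of that list in Tables 1 to 5. A dissection at another time of day than for the controls is a candidate explanation. In that case the positive limb should move the other way. The measured genes arntl1a and bmal1b did so on both days without being called, with log2 fold changes on Day 2 of -0.59 (adjusted P = 0.197) and -0.33 (adjusted P = 0.531) and on Day 4 of -0.58 and -0.26. The positive limb list also held cry1a and cry1b, which are repressors and are set aside here for that reason. These rose without being called, with 0.35 and 0.57 on Day 2 and 0.38 and 0.92 on Day 4. The measured genes of the full list therefore went both ways. The paper's text names the light cycle and the hours needed to dissect a group, but not the time of day at which each group was dissected. A time of dissection and a change of the clock with sound cannot be told apart.

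Several transcripts of leukocytes outside those the paper discusses rose on Day 2, among them mpeg1.1 (log2 fold change 1.23) and c1qb (1.48). All 17 measured probes of the leukocyte list lay above 0 on Day 2, with a median of 0.76, under each scaling tried. The red blood cell list had a median of 0.25 over 11 probes, and 0.19 over the 9 measured ones, which went both ways over a range that includes the leukocyte median (-0.19 to 0.82). More blood in the Day 2 pool and leukocytes that entered the ear or became active therefore cannot be told apart here, and a difference between the fish of the pools stays open as well. Immediate early genes also rose, with 1.19 for junbb, 1.48 for egr2a and 1.42 for cebpb. On Day 2 the cell cycle gene mcm5 rose with both of its probes (1.12 and 1.16, the second with a control bound of at least 2.24-fold), mxa, an interferon response gene, was at least 3.09-fold higher (fitted 1.63), and zp3b, of the ovary list, had a log2 fold change of 0.97. The 3 probes for gfap fell (-1.11, -0.99 and -1.13). No explanation was tested for the immediate early genes, mcm5, mxa, zp3b and gfap.

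Transcripts of fast muscle that the paper does not discuss fell on Day 4, with log2 fold changes of -1.32 for ckmb, -1.32 for actn3b and -1.50 for atp2a1, and myl1 at least 1.86-fold lower (fitted -1.27). The 17 measured probes of that list had a median of -0.12 on Day 2 and -1.07 on Day 4. Slow muscle had fallen by Day 2 already, with fitted list medians of -1.78 and -1.79. Heart or other muscle tissue carried into the control pool during dissection is a candidate explanation, although the paper describes the ears as free of such tissue. Of the heart list, 0 of 7 probes for myl7, vmhc, nppa, myh6 and cmlc1 were well above background on any control array, but they were also dim in the other pools. The 2 other probes of that list were seen in the controls and fell, actc1a at least 1.96-fold on Day 4 and tnni1b without a measured size, so heart tissue as a source of zgc:66286 stays open. Without the transcripts of Tables 1 to 5, the slow muscle list had a median of 0.13 on Day 2, but it then holds only a second tpm3 probe at 0.13, a tnnt1 probe below background and myl10, which was at least 2.16-fold lower. So few probes decide nothing, and muscle in the control pool and a fall of these transcripts in the ear cannot be told apart. Since slow muscle fell by Day 2 and fast muscle mostly by Day 4, a single amount of mixed muscle tissue would need another make-up in each pool. That difference in timing was not tested.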

How the results depend on the processing

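The model with the replicate number, the scaling to spots well above background and the 75th percentile together with the paper's t-test were chosen only after the results were seen. In every case where a value changes with the processing, the cause was not tested, except that fewer arrays or fewer probes were tested by construction where arrays or probes were left out.

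The number of significantly regulated probes depended strongly on the processing. In the order Day 2:Control, Day 4:Control, Day 4:Day 2 and probes called in opposite directions, it was 158, 59, 14 and 10. With the 75th percentile it was 629, 290, 367 and 161, with quantile normalization 762, 488, 628 and 253, with the filter on dim probes 903, 952, 954 and 292, and with the variance trend and robust estimation 1015, 962, 958 and 285. The scaling to the median of spots well above background gave 629, 293, 394 and 171, and the 75th percentile with the paper's t-test 838, 309, 365 and 158. All 158, 59 and 14 probes were called in the same direction with the 75th percentile. The paper's t-test after adjustment gave 197, 0, 0 and 0 when paired (without adjustment 1147, 664 and 632 probes), 735, 21, 9 and 6 with equal variances, and 298, 4, 1 and 1 with unequal variances. The normexp correction left 1, 0, 0 and 0 in limma (210, 64 and 128 without adjustment). Only the 6 arrays of a comparison gave 11, 25, 0 and 0 (1391, 1159 and 446 without adjustment). Keeping outlier spots gave 157, 59, 14 and 10, a ratio of mean signals 158, 59, 14 and 10, and a fold change of at least 2 gave 141, 59, 14 and 10.

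Leaving out 1 array at a time gave 4 to 28 probes in Day 2:Control, 3 to 76 in Day 4:Control, 0 to 7 in Day 4:Day 2 and 0 to 5 in opposite directions. The lowest counts came without replicate 3 of the controls (4 and 3) and without replicate 1 of the controls (3), and the highest without replicate 1 of Day 2 (28) and replicate 2 of Day 4 (76 and 7). In Day 4:Day 2 limma called 0 probes without any other array, with 640 to 5143 probes at the unadjusted P-value.

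Scaling also moved the share of higher among called probes. In Day 2:Control it was 74.7% (118 of 158) and 65.3% with the 75th percentile, 64.6% with quantile normalization and 62.5% with the median of bright spots. In Day 4:Control it was 35.6% and became 52.8%, 52.5% and 51.9%, with 63.7% under the filter and 68.6% under the variance trend. In Day 4:Day 2 it was 57.1% and became 39.5%, 39.6% and 39.6%. The median log2 fold change of all probes was 0.12, 0.29 and 0.23, and it was 0.06, 0.19 and 0.20 with the 75th percentile, 0.00, 0.01 and 0.01 with quantile normalization and -0.02, -0.13 and -0.08 with normexp. A log2 fold change on Day 4 near 0.29 is therefore no larger than this shift.

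The fit without the slide as replicate block gave 502, 293, 182 and 84 probes, with 74.5%, 66.2% and 40.1% higher, and the fit with the replicate number as replicate block gave 80, 57, 13 and 10. The replicate number in place of the slide moves only replicate 2 of Day 4 to another block. It took the call from dgat1 (1.49), similar to MRPS31 (-1.01) and fibronectin 3 (1.36) in Day 2:Control, zgc:86810 (-1.65, and -1.73 with the slide) in Day 4:Control and wu:fk76c08 (A_15_P108588, a bound of -1.14) in Day 4:Day 2, and changed no other call among the 132 values of named probes.

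The bound for gh1 on Day 2, 5.95 on the log2 scale, was past the threshold under every alternative run (4.30 to 6.23). On Day 4 the bound of 2.45 lost its call with the normexp correction (0.89) and with the paired and unequal-variance t-tests (2.45 in both). Without 1 array it was 2.29 to 2.74, and the call was lost without any of the 3 control arrays or replicate 3 of Day 4. The fall of gh1 from Day 2 to Day 4 (-3.56) lost its call with normexp (-3.35), with only the 6 arrays compared (-3.52) and with the paired t-test (-3.50). Without 1 array it was -3.66 to -3.52, and only without replicate 2 of Day 4 was it still called. The direction of gh1 never changed. The mean correlation of replicate arrays was 0.992 and moved to 0.984 on the log2 scale and 0.954 as a rank correlation. Over probes well above background it was 0.993.

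Of 132 values for other named probes, all kept their direction and their side of the threshold when outlier spots were kept or mean signals were used. With the 75th percentile 98 did so, 32 more were called and 2 reversed. With normexp 47 did so, 72 lost their call and 13 reversed. Of the probes called in Day 2:Control (40), Day 4:Control (22) and Day 4:Day 2 (10), 0 were called by limma and the paper's t-test under every alternative, and the normexp correction removed each of them.

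With normexp the log2 fold change reversed to 0.02 for zgc:101740 (A_15_P109692) on Day 2, -0.07 for acta1 (A_15_P112557) on Day 4, 0.34, 0.29 and 0.27 for cdkn1b on Day 2 and -0.33, -0.30 and -0.04 between the days, 0.25 for atoh1a on Day 2 and -0.50 between the days, 0.42 for ef1alpha (A_15_P103878) on Day 2 and -0.12 on Day 4, and 0.01 for TC298139 on Day 2. For krt8 on Day 2, A_15_P102691 reversed to -0.05 with the 75th percentile with either test, -0.01 with quantile normalization and -0.06 with the median of bright spots, and A_15_P117126 to -0.03 with the 75th percentile with either test and -0.05 with the median of bright spots. Leaving out 1 array gave -0.06 to 0.07 and -0.04 to 0.08 for these krt8 probes, -0.13 to 0.04 for ef1alpha (A_15_P103878) on Day 2, -0.19 to 0.04 for ef1alpha (A_15_P105237) on Day 4 and -0.10 to 0.35 for igf1 on Day 2. None of these values was called in either direction. Signal over background limits the low end. On the arrays of slide 3 the local background was higher (129 to 153.5 intensity units against 63.5 to 74.0), and a probe dim there has only a bound.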

Differences from the paper's values

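The model with the replicate number, the 75th percentile together with the paper's t-test and the scaling to the median of bright spots were chosen only after the results were seen. The other alternatives were set before the data were examined.

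The paper's number of transcripts for Day 2:Control is 839, and limma called 158 here. The count was within 1.5 times the paper's with the 75th percentile (629), quantile normalization (762), the filter on dim probes (903), the variance trend with robust estimation (1015) and the paper's t-test with equal variances (735). It was not without the slide (502), with normexp (1), with outlier spots kept (157), with only the 6 arrays compared (11), with the paired (197) or unequal-variance (298) t-test, with a ratio of mean signals (158), with a fold change of at least 2 (141), or without any 1 array (4 to 28). The 75th percentile together with the paper's t-test with equal variances, chosen after seeing the values, called 838, and the median of bright spots, also chosen then, 629. The replicate number in place of the slide, chosen then too, called 80, which was not within 1.5 times. Without adjustment of the P-values, the limma count of 1225 was within 1.5 times the paper's. So were the unadjusted counts without the slide (1211), with the 75th percentile (1211), quantile normalization (1121), the filter (903), outlier spots kept (1225), a ratio of mean signals (1223), the t-tests (1147 paired, 1237 with equal and 1157 with unequal variances) and without any 1 array (974 to 1257), and those of the 3 alternatives chosen after seeing the values (1229 with the replicate number, 1213 with the median of bright spots and 1164 with the 75th percentile and the t-test).

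For Day 4:Control the paper's number is 377 and the number here is 59. Of the alternatives chosen after seeing the values, 2 were within 1.5 times the paper's (309 and 293) and the replicate number was not (57). The count was also within 1.5 times without the slide (293), with the 75th percentile (290) and with quantile normalization (488). It was not with normexp (0 in limma, with 64 unadjusted), the filter on dim probes (952), outlier spots kept (59), the variance trend (962), only the 6 arrays compared (25), the t-tests (0 paired, with 664 unadjusted, 21 with equal and 4 with unequal variances), a ratio of mean signals (59), a fold change of at least 2 (59) or without any 1 array (3 to 76). For Day 4:Day 2 the paper's number is 505 and the number here is 14. Here the 75th percentile (367) and quantile normalization (628) were within 1.5 times. Of the alternatives chosen after seeing the values, 2 were within 1.5 times (365 and 394) and the replicate number was not (13). Counts after adjustment were not within 1.5 times without the slide (182), with normexp (0, with 128 unadjusted), the filter (954), outlier spots kept (14), the variance trend (958), only the 6 arrays compared (0, with 446 unadjusted), the t-tests (0 paired, with 632 unadjusted, 9 with equal and 1 with unequal variances), a ratio of mean signals (14), a fold change of at least 2 (14) or without any 1 array (0 to 7). Without adjustment, the counts within 1.5 times the paper's were 393 for Day 4:Control with a fold change of at least 2, and for Day 4:Day 2 they were 446 with only the 6 arrays compared, 632 and 756 with the paired and unequal-variance t-tests and 640 without replicate 3 of Day 2.

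Of the paper's 99 fold changes, 85 could be set against a value here, and all 85 had the same sign. The accessions of zgc:92049 and of the transcript similar to F13A1 were first completed by hand. Of several probes, the one whose deposited fold change equals the paper's was used, otherwise the one nearest to the paper's. Likeness to the paper is therefore partly built in. A second acta1 probe (A_15_P112557), left out by this rule, did not fall on Day 4. Its log2 signals were 6.74, 6.70 and 6.77 in the controls and 7.08, 7.11 and 6.74 on Day 4. Where both groups were measured, none differed by more than 1.5 times and the spread of replicate arrays, no bound exceeded the paper's value by more than 1.5 times, and 56 of the transcripts were significantly regulated here. The paper's fold changes that were not called here include the following. For Day 2 they include zgc:92375 (the paper's -5.47, at least 2.31-fold lower here), socs3b (1.99 and 2.08), socs1 (1.81 and 1.89) and ptpn6 (1.68 and 1.76). For Day 4 there is zgc:56376 (-3.61, at least 1.26-fold lower here). Between the days there are zgc:153863 (the paper's 2.61), pptc7 (2.49), cki (2.27), zgc:92533 (2.25), zgc:73226 (2.17), znfl2 (2.14) and similar to MRPS31 (2.01), which rose, and Rln3 (-4.97), vtg1 (-4.25), similar to F13A1 (-3.92), scd (-3.29), kcnh2 (-3.01), fn1b (-2.89), junb (-2.81), Ubquitin-like protein 2 (-2.77), zgc:92049 (-2.33), fibronectin 3 (-2.33), dgat1 (-2.18), mmp13 (-2.15) and c1qc (-2.04), which fell. The transcripts stat1b and cebpa, which the paper lists as regulated, were below background on most arrays and were not called either. Between the days, ighv2-2 (the paper's 4.54), agpat4 (-2.73), tnni2a.1 (-2.73) and similar to torsin B (-2.04) were also not called.

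Settings that call some of these transcripts are the following. The 75th percentile with either test, the variance trend, the median of bright spots, the fit without the slide, the filter on dim probes and quantile normalization each call Rln3, Ubquitin-like protein 2, c1qc, cki, dgat1, fibronectin 3, the junb probe A_15_P117758, mmp13, similar to F13A1, similar to MRPS31, scd, vtg1, zgc:153863, zgc:73226, zgc:92049, zgc:92533 and znfl2 between the days, scd also without replicate 2 of Day 4. Of these the 75th percentile with the paper's t-test and the median of bright spots were chosen after seeing the values. The junb probe A_15_P111786 and kcnh2 are called in all of them but the 75th percentile with the t-test. The 2 mmp9 probes are called between the days in all but the fit without the slide. For pptc7 they are the variance trend, the median of bright spots, the filter and quantile normalization, and for fn1b the variance trend, the fit without the slide and the filter. The junb probe A_15_P116675 and the cdkn1b probe A_15_P120098 are called between the days by the variance trend and the filter. On Day 2, socs1 and TC276192 and the tuba1 probe A_15_P103651 are called under all of these settings and by all forms of the paper's t-test, the mmp9 probes, socs3b and the tuba1 probe A_15_P110343 under all of these settings and the equal-variance t-test, and the first mmp9 probe also by the unequal-variance one. For ptpn6 they are the 75th percentile with either test, the variance trend, the equal-variance t-test, the fit without the slide, the filter and quantile normalization. For ckmt2 they are the 75th percentile with the t-test, the variance trend, the equal-variance and unequal-variance t-tests, the filter and quantile normalization. The Day 2 rise of the junb probe A_15_P116675 is called by the 75th percentile with the t-test, the variance trend, the equal-variance t-test, the fit without the slide and the filter. For zgc:92375 they are all of these settings and the omission of replicate 1 of Day 2. The tuba1 probes are called between the days by the 75th percentile with either test, quantile normalization, the filter, the variance trend and the median of bright spots, A_15_P103651 also by the fit without the slide. The tuba8l3 probe is called on Day 2 by the filter and the variance trend, and between the days by the 75th percentile with the t-test and quantile normalization, and the zgc:101740 probe A_15_P109692 by these, the variance trend, the median of bright spots and the filter. TC298139 is called, as lower, only by the 75th percentile with the t-test. For zgc:56376 and the vtg1 probe A_15_P119630 on Day 4 they are the variance trend, the fit without the slide and the filter.

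The paper states that TC298139 was up-regulated on Day 2, and its log2 fold change here was -0.42. The paper lists keratin 8 among the significantly regulated genes, and the 3 krt8 probes had log2 fold changes of 0.02, 0.13 and 0.03 on Day 2, 0.26, 0.32 and 0.22 on Day 4 and 0.25, 0.19 and 0.19 between the days, the last 6 negative with normexp, and were called in no comparison under any setting run. The paper gives atoh1a and rb1 as regulated at its P-value threshold. That the atoh1a probe was called under no setting therefore does not speak to the paper's statement. Its unadjusted P-values in the main limma fit were 0.195 on Day 2 and 0.142 between the days, and those of other settings are not given. The rb1 probe was below background on all arrays. For cdkn1b on Day 2 the unadjusted P-values were 0.411, 0.335 and 0.23. The paper states that most of its growth network genes were significantly under-expressed by Day 4. Of gh1, fos, socs3b, mmp9 and junb, all fell from Day 2 to Day 4, and only gh1 was called. Between the days fos and socs3b were called with the 75th percentile with either test, quantile normalization, the filter on dim probes, the variance trend and the median of bright spots. The paper names cancer and growth as the categories of lowest P-value on both days. In the paper's Additional file for Day 4, Dermatological Diseases and Conditions ranks 1 and Inflammatory Disease 2, with Cancer 3 and Cellular Growth and Proliferation 7 of 70. In that for Day 4:Day 2, Cancer ranks 1 and Cellular Growth and Proliferation 2 of 74.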

Other observations

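The tests of less liver RNA on Day 4 and of the Day 4 array that lies apart were chosen only after the results were seen, and that of vitellogenin as a sign of sex or tissue was fixed earlier.

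Replicate 1 of Day 4 differed from replicates 2 and 3 by a root mean square log2 difference of 0.25 and 0.24 over 8024 probes, with the 75th percentile scaling, while replicates 2 and 3 differed by 0.12. Its distance to the mean of the controls and to that of Day 2 was also 0.25, while replicates 2 and 3 lay at 0.31 from the controls and 0.32 from Day 2. Which of the Day 4 arrays stand for the pool is not settled by these distances. RNA of another pool under its label is argued against by gh1, whose log2 signal was 2.19 on it, against 2.17 and 2.08 on the other Day 4 arrays, -0.64 to -0.23 on the control arrays and 5.58 to 5.72 on the Day 2 arrays. A fixed difference between slide 1 and slide 3 is argued against too. The deviation of this array correlated across probes with replicate 1 minus replicate 3 of the controls at 0.11 and of Day 2 at 0.01. Labeling or hybridization of this array apart from the others may explain the distance of 0.25, but nothing in the files separates the labeling of 1 array from other causes, so these cannot be told apart.

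Of 56 vitellogenin probes, 12 were well above background in the controls, and 11 of these 12 fell on Day 4. Of the 12, 6 were significantly lower on Day 4 and 2 on Day 2. The bounds for the 11 were 1.20-fold to 4.71-fold, with a median of 3.08. A different share of females, whose liver makes vitellogenin, or of blood RNA between the pools is a candidate explanation. The paper states that fish were assigned at random and without bias for sex, but the sex of the pooled fish is not given by group. A different share of females or of blood RNA and a change with sound therefore cannot be told apart. Less liver RNA in the Day 4 pool stays open as well. The median of the liver list over probes well above background in at least 1 group was -0.04 on Day 4, but these were 4 probes of 30 that went both ways (tfa 1.58, cp -0.91 and rbp4 0.00 and -0.08). The deposited vitellogenin signal alone gives no share of females.

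The 19 marker lists had these median log2 fold changes for Day 2:Control, Day 4:Control and Day 4:Day 2, over all their probes, dim ones included, so they are fitted values and no measure of size. The medians of lists that are mostly below background lie near the shift of all probes (0.12, 0.29 and 0.23). They were 2.52, 2.66 and 0.22 for pituitary hormones (9 probes, 5 of them in Tables 1 to 5), 0.00, 0.51 and 0.40 for pituitary regulators, 0.16, 0.50 and 0.35 for heart muscle, -1.78, -1.79 and 0.27 for slow muscle (6 probes, 3 in the Tables) and -0.03, -0.17 and -0.07 for fast muscle (40 probes, 2 in the Tables). Clock repressors and outputs were at 1.04, 1.15 and -0.01, the positive limb of the clock at -0.11, 0.38 and 0.35. Medians were 0.20, 0.61 and 0.43 for liver, 0.20, 0.59 and 0.29 for ovary, 0.25, 0.06 and -0.21 for red blood cells, 0.76, 0.49 and -0.28 for leukocytes and 0.35, 0.55 and 0.20 for B and T lymphocytes. They were -0.21, 0.07 and 0.32 for brain and myelin, 0.02, 0.05 and 0.28 for hair cells, -0.01, 0.13 and 0.04 for otolith and supporting cells, 0.34, 0.32 and -0.15 for the cell cycle, 0.66, 0.44 and -0.17 for immediate early genes, 0.24, 0.35 and -0.05 for the interferon response and 0.10, 0.28 and 0.17 for ribosomal genes.

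Against random lists matched on signal, 4 lists lay above all 10000 on both days, and slow muscle below all of them. The 4 were pituitary hormones, clock repressors and outputs, leukocytes and immediate early genes. The brain and myelin list lay below all 10000 random lists on Day 2, though its median became 0.02 with the normexp correction. Many of these genes had signal in the control pool, which does not tell expression in the ear from tissue carried over. Of the 29 brain and myelin probes, 24 were well above background in the controls, as were 16 of the 18 otolith probes and 111 of 135 ribosomal ones. No gene was in more than 1 list. The hair cell list (10 probes, 7 well above background in the controls) had percentiles of 20.55, 8.41 and 97.67, and its median was negative on both days with the 75th percentile scaling (-0.05 and -0.05). Of 681 list medians under alternatives, 104 moved by more than the spread of the lists, and 47 changed sign outside the omission of arrays. Those of pituitary hormones, slow and fast muscle, leukocytes, immediate early genes and clock repressors and outputs on Day 2 and Day 4 relative to the controls did not. Under the 75th percentile, quantile normalization, normexp or the filter on dim probes, the sign of other lists changed in at least 1 comparison. These were brain and myelin, hair cells, otolith and supporting cells, heart muscle, liver, ovary, red blood cells and B and T lymphocytes. The rest were the positive limb and the repressors and outputs of the clock, pituitary hormones and regulators, slow muscle, the cell cycle, the interferon response and ribosomal genes. No direction is given for all of these lists in those comparisons. For clock repressors and outputs, pituitary hormones and slow muscle this was Day 4:Day 2 alone.

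The fold changes in the authors' deposited tables lay nearer to those of the 75th percentile scaling than to those of the 50th. The median difference on the log2 scale was 0.003, 0.003 and 0.005 with the 75th percentile and 0.066, 0.14 and 0.074 with the 50th for the 3 comparisons. Of the 839, 377 and 505 transcripts in those tables, 839, 377 and 504 had the same sign here, and 152, 54 and 14 were significantly regulated here in the same direction. In both groups 73.1%, 73.2% and 70.7% of them were well above background on all arrays.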
